# Whole-transcriptome sequence analysis of differentially expressed genes in *Phormium tenax* under drought stress

**DOI:** 10.1038/srep41700

**Published:** 2017-01-30

**Authors:** Zhen-yu Bai, Tong Wang, Yin-huan Wu, Ke Wang, Qian-yu Liang, Yuan-zhi Pan, Bei-bei Jiang, Lei Zhang, Guang-li Liu, Yin Jia, Qing-lin Liu

## Abstract

*Phormium tenax* is a kind of drought resistant garden plant with its rich and colorful leaves. To clarify the molecular mechanism of drought resistance in *Phormium tenax*, transcriptome was sequenced by the Illumina sequencing technology under normal and drought stress, respectively. A large number of contigs, transcripts and unigenes were obtained. Among them, only 30,814 unigenes were annotated by comparing with the protein databases. A total of 4,380 genes were differentially expressed, 2,698 of which were finally annotated under drought stress. Differentially expression analysis was also performed upon drought treatment. In KEGG pathway, the mechanism of drought resistance in *Phormium tenax* was explained from three aspects of metabolism and signaling of hormones, osmotic adjustment and reactive oxygen species metabolism. These results are helpful to understand the drought tolerance mechanism of *Phormium tenax* and will provide a precious genetic resource for drought-resistant vegetation breeding and research.

Drought is an important environmental threat, which affects the growth and crop yield of plants around the world. Previous studies about the model plant *Arabidopsis* have shown that plants respond to abiotic stresses by performing morphological and physiological characteristics changes^1^. Under drought conditions, many genes are involved, which even more lead to a range of physiological and biochemical alterations, changes in main biosynthetic pathways, photosynthesis, the antioxidation pathway and the respiration pathway, etc.^2^. There are two aspects for plant genes to cope with water shortage: those protecting plants resist environmental threat directly and those regulating down-stream target genes’ expression^3^. The first group mainly includes enzymes in various osmoprotectants’ biosynthesis, late-embryogenesis-abundant (LEA) proteins, antifreeze proteins, chaperones and detoxification enzymes. The second group includes regulatory proteins, such as transcription factors, protein phosphatases and protein kinases^3^.

*Phormium tenax* is a potential garden plant, because of its rich color and strong adaptability. Its roots are well developed and can grow under drought stress. Drought tolerance of *Phormium tenax* has attracted the attention of researchers^4^, but the molecular level has not yet carried out any research on its drought-resistant mechanism. It is currently high-throughput techniques have been widely used in the study of molecular mechanisms of plants in the stress response. The previous transcriptome sequencing analysis of plants under drought stress has been reported, such as poplar^5^, tomato^6^, cotton^7^. Because of its drought tolerance, *Phormium tenax* is an ideal species to study the adaptation of plants to drought stress. In this study, a *de novo* transcriptome sequencing that used the Illumina sequencing has been initiated in *Phormium tenax* and a functional genomics resource was obtained. A total of 4,063,419 contigs, 175,649 transcripts and 75,265 unigenes were identified. Further differential expression analysis, especially the Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis, not only help to understand the molecular basis of plant adaptation to drought environment from a new perspective, but also provide new ideas and excellent genetic resources for molecular breeding of water-saving and drought-resistant crops.

## Results

Study of the resistance of *Phormium tenax* to drought related to both the morphological indicators and physiological characteristics. Morphological indicators include length of taproot, lateral root length and the shoot height, while physiological characteristics include superoxide dismutase (SOD), peroxidase (POD), catalase (CAT), soluble protein, soluble sugar, malondialdehyde (MDA) and proline which should be determined under normal and drought conditions. The results showed that *Phormium tenax* under drought stress has longer taproot and lateral root compared to those grown in normal condition, while the shoot height was opposite. In addition, there has been a slight increase in the seven physiological characteristics during drought stress in *Phormium tenax* (Figure S1).

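Leaf RNA of Phormium tenax (New Zealand flax) was sequenced from 1 library per condition, and each library was pooled in equal quantity from the RNA of 3 plants aged 1 year. The plants of the drought library (T01) were kept at 25% of the saturated soil water content and those of the control library (T02) at 70%, and both were harvested 10 days after the soil had reached its target moisture. The libraries were read from both ends. The authors assembled the reads of both libraries with Trinity, without a reference genome, into unigenes, which are clusters of assembled transcripts that stand in for genes and have no position on a chromosome. For each of the 75265 unigenes the authors deposited an estimated count of reads, the FPKM and the TPM (reads scaled for the length of the unigene and the size of the library) in each library. The values carry the names that the RSEM program writes, but the aligner and the quantifier are not given in the sources used here. The estimated counts summed to 17744093 reads in the drought library and 18540664 in the control library, 36284757 together, beside the paper's 49519109 reads after filtering. Whether either number counts single reads or read pairs is not given in the sources used here, so their ratio is not a share of reads assigned. Of the estimated counts above 0, 85.2% in the drought library and 83.3% in the control library were exactly whole numbers as written in the tables, and the others were rounded. The 10 most abundant unigenes took 6.6% of the drought reads and 10.5% of the control reads, so the reads were scaled with edgeR's TMM method, which allows for such differences in composition, and log2FC was taken as the log2 ratio of drought over control after 1 read was added to each scaled count. The interval given with a log2FC is the exact 95% Clopper-Pearson interval of the drought share of a unigene's reads, put on the log2 scale without the added read. With 1 pooled library per condition, no spread between plants could be measured. The intervals and the test on reads therefore compare these libraries, cover counting error only and take PCR copies of a molecule as separate reads.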

After data filtering, in total, 49,519,109 reads with 92.59% Q30 bases were selected. Using the *de novo* assembly program Trinity, short-reads were assembled into 4,018,976 contigs and 175,649 transcripts with a mean length of 54.92 bp (Figure S2A) and 856.06 bp (Figure S2B), respectively. The transcripts were subjected to cluster and assembly analyses. Totally 75,265 unigenes with a mean length of 565.88 bp were obtained, among which 21,864 genes (29.05%) have more than 500 bp in length (Figure S2C). 

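The deposited tables list 75265 unigenes made of 175649 transcripts, and the same unigenes in the same order for both libraries. Of the unigenes, 54418 hold 1 transcript and 20847 (27.7%) hold several. The length given for a unigene with several transcripts differs between the libraries for 18939 of them, so it is not the length of the longest assembled transcript. It was read here as a mean over the transcripts, which the sources used here do not state. Taking the larger of both lengths, the mean was 518.69 bp, the N50 was 747 bp and 21195 unigenes (28.16%) were longer than 500 bp. With the lengths in the drought table alone the mean was 508.39 bp, and with those in the control table it was 508.81 bp. Unigenes of 300 bp or less numbered 37840, or 50.28% of the total. Reads were assigned to 71410 unigenes in at least 1 library, to 60256 in the drought library and to 50459 in the control library.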

The assembly results of contigs, transcripts and unigenes are revealed in Table S1. The N50 values of contigs, transcripts and unigenes were 49 bp, 1,396 bp and 919 bp, respectively.

All assembled unigene sequences were matched against the National center for Biotechnology (NCBI), nonredundant protein (Nr) database, Swiss-Prot, Pfam, Gene Ontology (GO), eukaryotic Orthologous Groups (KOG), KEGG and Cluster of Orthologous Groups of proteins (COG). Only 30,814 (40.9%) unigenes were annotated. According to the BLAST results, a total of 30,027 (39.9%), 20,891 (27.8%), 18,459 (24.5%), 16,809 (22.3%), 17,463 (23.2%) unigenes respectively were matched in the Nr, Swiss-Port, Pfam, GO and KOG database. The total functional annotation is listed in Table S2. Through the sequencing technology, only 30,814 (total 75,265) unigenes were matched to known genes, it may due to a shortage of sequences or the conserved functional domains of *Phormium tenax* in the public databases.

The result of BLAST search analysis showed that a total of 9,254 (31%), 7,683 (26%), 2,713 (9%) unigenes in the NR annotations were matched with the sequences from *Elaeis guineensis, Phoenix dactylifera, Musa acuminata* (Figure S3). According to GO annotation, most of the unigenes were assigned to biological processes (BP) (44%), cellular component (CC) (37%) and molecular function (MF) (19%) (Figure S4). In Figure S5A, there were 9,204 unigenes were divided into 25 specific categories by COG database. Similarly, 17,463 unigenes were assigned to 25 specific KOG categories (Figure S5B). The biochemical pathways were predicted by the KEGG database, a total of 6,334 (8.42%) unigenes were assigned into 118 pathways.

Transcription factors are significant upstream regulatory proteins, which play an important role when plants are subjected to abiotic and biotic stress^8^. According to the prediction of transcription factors with PlantTFDB, a total of 10,832 transcription factor genes were obtained. The biggest family was bHLH (11.67%), followed by NAC (6.91%), and bZIP (5.39%), WRKY (4.85%), FAR1 (4.79%) (Fig. 1). It is worth mentioning that 5,225 (48.24%) genes belonged to others, mostly due to its lack of reporting in *Phormium tenax*.

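The thresholds of the paper (FDR below 0.01 and a log2FC of at least 2 in either direction) were applied to the deposited counts of the 71410 unigenes with reads. The FDR was taken from an exact binomial test of each unigene's drought reads among its reads in both libraries, with Benjamini-Hochberg adjustment, in place of the EBSeq model that the authors used. Under these thresholds 10503 unigenes were called. The test takes counting error as the only error, so variation between plants can only widen the true error. When edgeR's exact test was given an assumed coefficient of variation of 0.2 between plants, 6168 unigenes were called, all of them among the 10503, and at 0.4 the number was 1248. Unigenes with 10 to 19 reads in both libraries together made up 43.0% of the calls, and unigenes with 1000 reads or more made up 7.0%. Of the 10503 called unigenes, 5233 (49.8%) had at least 10 reads in 1 library and 0 in the other. Requiring at least 10 reads in each library left 1871 calls.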

The expression levels of 4,380 differentially expressed genes (DEGs) differed significantly under normal and drought conditions (Fig. 2A). Among them, 2,653 genes were up-regulated, while 1,727 were down-regulated (Fig. 2B). 

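Among the 10503 unigenes called here, 6494 (61.8%) were up-regulated and 4009 were down-regulated in the drought library. This division depended on the scaling between the libraries, which cannot be checked against replicates here. With DESeq2's median-of-ratios factors 61.1% of the calls were up-regulated, and with total reads alone 75.8% were. With upper-quartile factors the calls turned to 4717 up-regulated and 5199 down-regulated unigenes, so that 47.6% were up-regulated. Relative to TMM, total reads shifted the log2 ratio of scaled reads by 0.287 and upper-quartile factors by -0.214, and the log2FC of unigenes with few reads in either library moved less because of the added read. The calls with 9 reads or fewer were all down-regulated (842 unigenes), because the test on so few reads can pass its threshold only in that direction. Restricting the test to unigenes with at least 10 reads gave 6609 up-regulated and 3221 down-regulated unigenes. Of the called unigenes that the paper does not name and that had at least 10 reads in each library, c66130.graph_c0 had the highest log2FC and rose from 12 control reads to 10494 drought reads (log2FC 9.44, interval 8.74 to 10.5). It was followed by c29003.graph_c0 with a log2FC of 9.03. The unigene c50737.graph_c0 had the lowest log2FC and fell from 28411 control reads (log2FC -8.04, interval -8.32 to -7.80), followed by c53500.graph_c0 with a log2FC of -7.67. The intervals within each pair overlap, so their order was not detectable at this depth. The deposited tables pair none of these unigenes with a gene name.

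**Figure D1:**
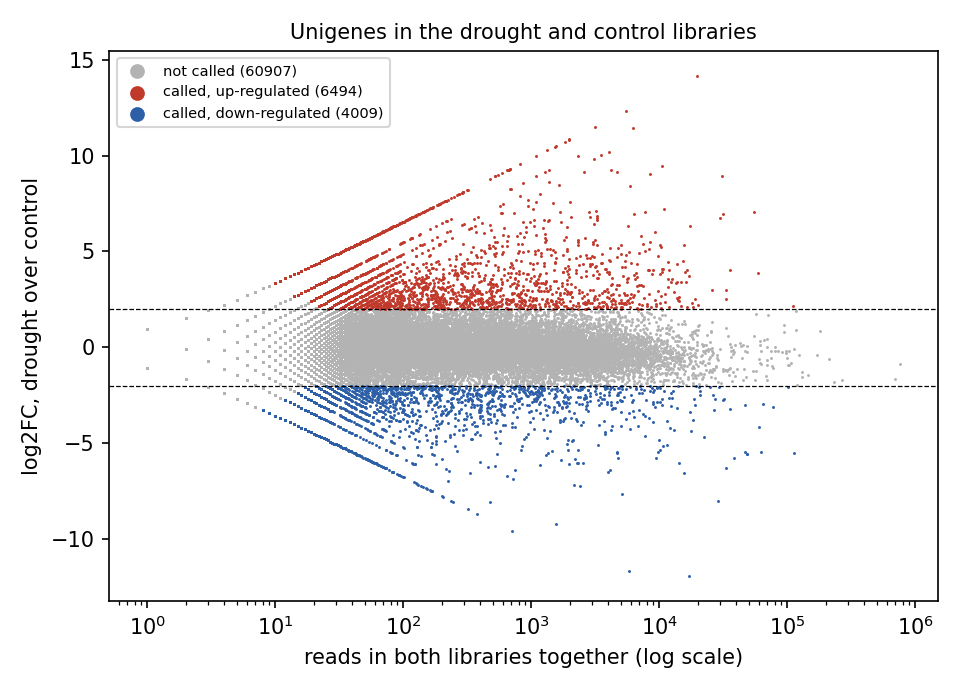
The log2FC of drought over control of each of the 71410 unigenes with reads (vertical axis) against its reads in both libraries together (horizontal axis, log scale). Red points are the 6494 up-regulated and blue points the 4009 down-regulated unigenes called here, a division that upper-quartile scaling reverses. Grey points are the others, and dashed lines mark a log2FC of 2 in either direction.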

Totally, 2,698 genes were annotated finally under drought stress. Among them, the highest number were Nr (2,682) and Swiss-Prot (2,047), followed them were Pfam (1,816), GO (1,438), KOG (1,326), COG (819) and then KEGG (458). They are listed in Table S3.

Functional groups of gene related to drought response have been found with the parametric analysis of gene set enrichment. According to GO annotation with a total number of 1,438, we found that BP, CC and MF, respectively, accounted for 45.04%, 34.36% and 20.63% (Figure S6). In addition, we found ten significant nodes in BP and the most significant among them was “response to karrikin”. Other terms including “drug transmembrane transport”, “fatty acid biosynthetic process”, “glycolysis”, “response to salt stress” are listed in Table S4. In total, 819 DEGs were divided into 25 specific COG categories. The first three categories were “general function prediction only” (18.91%), “transcription” (9.46%) and “signal transduction mechanisms” (8.63%) (Figure S7). According to KEGG database, we found the highest number of DEGs was “plant-pathogen interaction” (8.38%), followed by “starch and sucrose metabolism” (7.78%), then “plant hormone signal transduction” (7.48%) and “ribosome” (7.19%) (Figure S8).

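Of the 43 unigenes that Table S5 lists by KEGG pathway, 29 were higher and 14 were lower in the drought library, each in the direction the table gives, and all 43 passed both thresholds. The paper chose these unigenes from the same libraries, so the tally describes them and is not independent evidence. Of the table's 18 unigenes of starch and sucrose metabolism 11 were higher in drought, of its 7 in plant hormone signal transduction 6 were, of its 5 in glutathione metabolism 4 were, and of its 8 in phenylpropanoid biosynthesis 3 were. In 5 of the 43 unigenes 1 of the libraries had 0 reads. Total reads as the scaling kept 41 of the 43 calls, and upper-quartile factors kept 37. An assumed coefficient of variation of 0.2 kept all 43, and 0.4 kept 15.

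**Figure D2:**
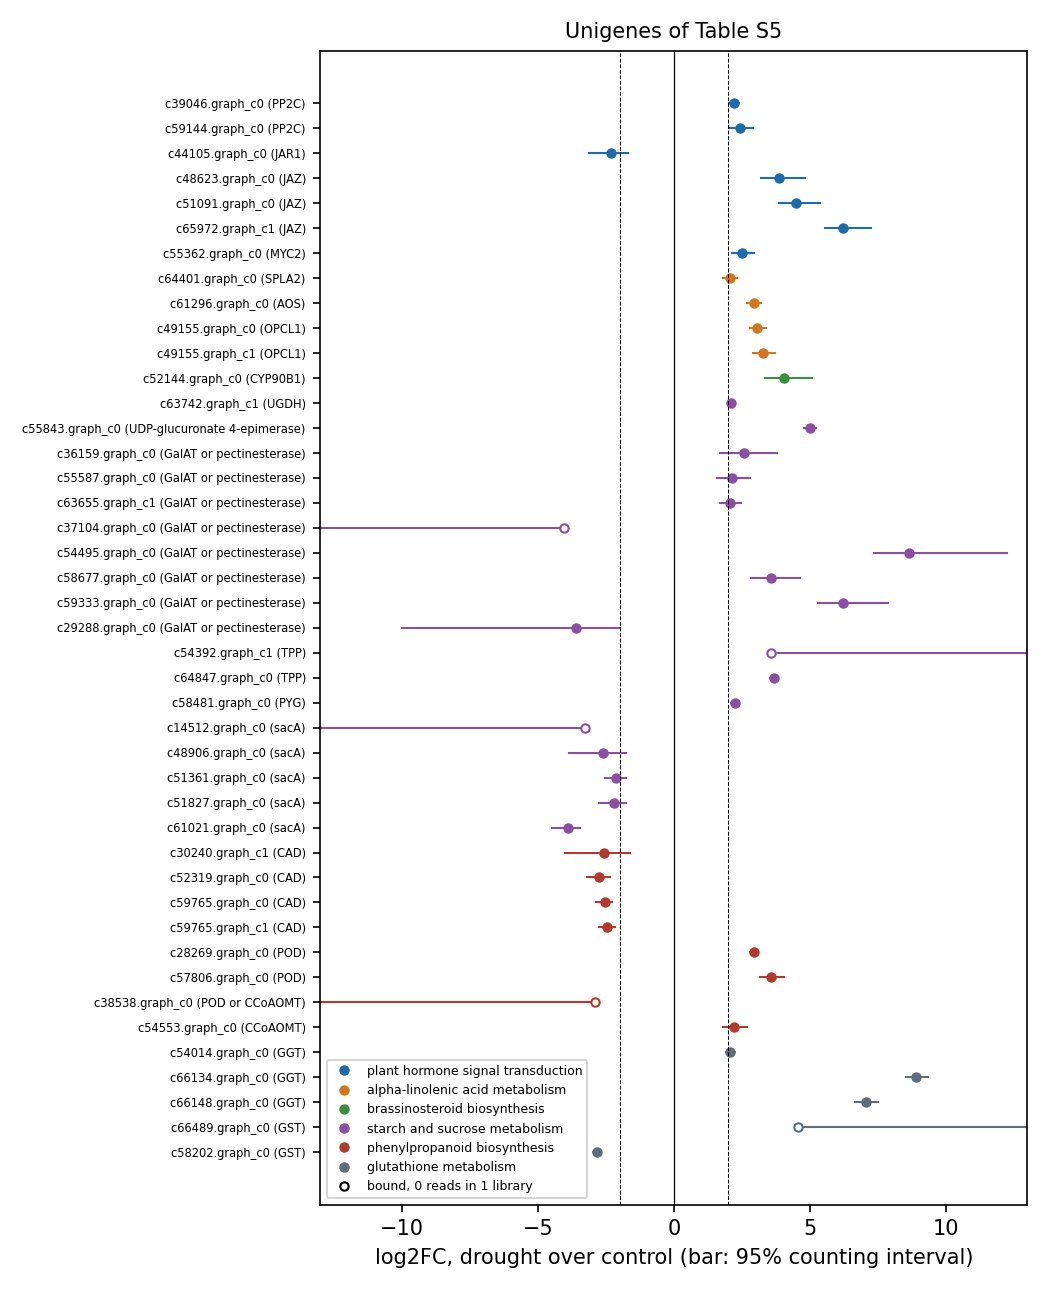
The log2FC of drought over control of the 43 unigenes of Table S5 (points, coloured by KEGG pathway), with their 95% counting intervals (bars, 1 pooled library per condition). Open points had 0 reads in 1 library and lie at the bound of their log2FC against a floor of 3 reads, with a bar from there to the edge of the plot, dashed lines mark a log2FC of 2 in either direction, and 29 points lie to the right of 0 and 14 to the left.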

Some significant metabolic pathways enriched in clusters which related to drought stress were discovered. Abscisic acid (ABA) is a phytohormone that plays an important role in drought stress response of plants^9^. In this study, we observed two genes encoding protein phosphatase 2C (PP2C) [EC:3.1.3.16] were up-regulated during drought stress. 

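The PP2C unigene c39046.graph_c0 (1579 bp) had 1779 reads in the drought library and 331 in the control library, or 66.7 and 12.5 FPKM, and its log2FC was 2.20 (interval 2.03 to 2.38). The other PP2C unigene, c59144.graph_c0 (884 bp), had 329 drought reads and 52 control reads, with a log2FC of 2.42 (interval 2.01 to 2.89). Both intervals lie above 2, but with upper-quartile factors the log2FC of c39046.graph_c0 was 1.99 and no longer reached the threshold.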

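Counts for alpha-linolenic acid metabolism were taken for the phospholipase A2 (SPLA2), hydroperoxide dehydratase (AOS) and OPC-8:0 CoA ligase 1 (OPCL1) unigenes of Table S5. SPLA2 (c64401.graph_c0) had 714 drought reads and 146 control reads, with a log2FC of 2.06 (interval 1.81 to 2.33). This interval includes the threshold of 2, and the log2FC was 1.85 with upper-quartile factors. AOS (c61296.graph_c0) had 1135 and 127 reads and a log2FC of 2.93 (interval 2.67 to 3.21). The OPCL1 unigenes c49155.graph_c0 and c49155.graph_c1 belong to the same Trinity component, so the authors' counting could have divided reads between them. Their log2FC values were 3.07 (1188 drought reads against 120) and 3.28 (646 against 56), a difference within their counting intervals of 2.81 to 3.37 and 2.91 to 3.73.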

The alpha-Linolenic acid (18:3) (α-LeA) metabolism pathway is important for Jasmine acid (JA) biosynthesis in higher plants^10^ and in this pathway, four genes were up-regulated in drought stress. Among genes associated with the metabolism of the JA, one gene encoding jasmonic acid-amino synthetase (JAR1) was down-regulated, while three genes encoding jasmonate ZIM domain-containing protein (JAZ) and one gene encoding v-myc myelocytomatosis viral oncogene homolog 2 (MYC2) were up-regulated in drought stress. 

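JAR1 (c44105.graph_c0, 1843 bp) had 21 reads in the drought library and 93 in the control library. Its log2FC was -2.31 with an interval of -3.13 to -1.68, which includes the threshold of -2, and from the FPKM values it was -1.93. The JAZ unigenes rose more than any other unigene of this pathway in Table S5. Reads increased from 15 to 272 in c48623.graph_c0 (log2FC 3.88, interval 3.21 to 4.81), from 16 to 442 in c51091.graph_c0 (log2FC 4.49, interval 3.85 to 5.38) and from 13 to 1218 in c65972.graph_c1 (log2FC 6.23, interval 5.55 to 7.24). The interval of c65972.graph_c1 lies above those of the other JAZ unigenes. MYC2 (c55362.graph_c0) increased from 64 to 430 reads, with a log2FC of 2.51 (interval 2.14 to 2.93). All 5 unigenes kept their direction under each scaling that was tried, but this outcome was fixed. The scalings shifted the log2 ratio from TMM by -0.214 to 0.287, far less than the size of these log2FC values.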

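In the brassinosteroid pathway, Table S5 lists c52144.graph_c0 (816 bp), with 270 reads in the drought library and 13 in the control library, or 20.57 and 1.18 FPKM. Its log2FC was 4.06 (interval 3.35 to 5.08). The few control reads set the width of this interval, and the unigene was still called at an assumed coefficient of variation of 0.4 between libraries.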

The expression levels of gene encoding steroid 22-alpha-hydroxylase (CYP90B1) [EC:1.14.13.-] increased during drought stress, CYP90B1 is a key enzyme in the brassinosteroid biosynthesis^11^. In the starch and sucrose metabolism pathway, one gene encoding PYG [EC:2.4.1.1] was up-regulated in drought stress, while five genes encoding sacA [EC:3.2.1.26] were down-regulated. 

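PYG (c58481.graph_c0, 3003 bp) had 3227 drought reads and 586 control reads, with a log2FC of 2.24 (interval 2.11 to 2.37). All 5 sacA unigenes had fewer reads in the drought library. The unigene c61021.graph_c0 fell from 452 to 34 reads (log2FC -3.91, interval -4.50 to -3.45), and it alone of the 5 was still called at an assumed coefficient of variation of 0.4, while all 5 were called at 0.2. The reads of c51361.graph_c0 fell from 284 to 75 (log2FC -2.13) and those of c51827.graph_c0 from 177 to 44 (log2FC -2.20), and with total reads as the scaling these values were -1.84 and -1.92, short of the threshold. For c48906.graph_c0 there were 57 control reads and 10 drought reads (log2FC -2.61, interval -3.87 to -1.75). The unigene c14512.graph_c0 had 25 control reads and 0 drought reads. Against a floor of 3 reads for the drought library it was at least 9.73-fold lower. Among all unigenes with 20 to 49 reads, 11.8% had their reads in 1 library only.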

Besides, the changes of other enzymes were also very obvious. The expression levels of genes participate in phenylpropanoid biosynthesis decreased in drought stress, for example, four genes encoding cinnamyl-alcohol dehydrogenase (CAD) [EC:1.1.1.195] were down-regulated. 

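The CAD unigenes fell to a similar extent, with log2FC values between -2.74 and -2.45. The reads of c59765.graph_c1 decreased from 615 to 131 (log2FC -2.45, interval -2.74 to -2.18), and those of c59765.graph_c0, a unigene of the same Trinity component, from 568 to 112 (log2FC -2.55, interval -2.87 to -2.27). In c52319.graph_c0 they decreased from 338 to 58 (log2FC -2.74, interval -3.19 to -2.36) and in c30240.graph_c1 from 45 to 8 (log2FC -2.56, interval -4.01 to -1.62). The intervals of all 4 unigenes overlap, so no difference in extent between them was detectable at this depth. All 4 passed both thresholds under each scaling and at an assumed coefficient of variation of 0.2, but none of them at 0.4.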

Genes related to peroxidase [EC:1.11.1.7] and caffeoyl-CoA O-methyltransferase [EC:2.1.1.104] were both up-regulated in *Phormium tenax*. 

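The peroxidase unigene c28269.graph_c0 (1458 bp) had 3387 reads in the drought library and 377 in the control library, with a log2FC of 2.94 (interval 2.79 to 3.10), and c57806.graph_c0 had 699 and 50 reads, with a log2FC of 3.56 (interval 3.17 to 4.03). A caffeoyl-CoA O-methyltransferase unigene, c54553.graph_c0, increased from 55 to 304 reads (log2FC 2.22, interval 1.82 to 2.68). The remaining unigene of these enzymes in Table S5, c38538.graph_c0, which the table does not assign to either of them, went the other way, with 19 control reads and 0 drought reads. It was at least 7.40-fold lower against a floor of 3 reads for the drought library. Of all unigenes with 10 to 19 reads, 36.4% had their reads in 1 library only.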

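For glutathione S-transferase, Table S5 lists c66489.graph_c0 and c58202.graph_c0. The unigene c66489.graph_c0 (808 bp) had 82 reads in the drought library and 0 in the control library, or 6.31 FPKM against 0. With 0 control reads its fold change has no upper limit. It was at least 23.4-fold higher in drought against a floor of 3 reads for the control library, and the log2FC of 6.26 depends on the 1 read added to each count. The unigene c58202.graph_c0 (1730 bp) was far more abundant, and its reads fell from 3342 to 544 (log2FC -2.84, interval -2.98 to -2.71).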

There were two genes encoding glutathione S-transferase (GST) [EC:2.5.1.18], one was up-regulated while the other was down-regulated in drought stress. 

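Among the GGT unigenes of Table S5, c66134.graph_c0 increased from 54 control reads to 30775 drought reads, where it reached 833.14 FPKM. Its log2FC was 8.91 (interval 8.55 to 9.34). The unigene c66148.graph_c0 increased from 49 to 7733 reads (log2FC 7.05, interval 6.67 to 7.51). The authors' counting could have divided reads between similar copies of a gene, and the similarity of these unigenes was not examined here. The third, c54014.graph_c0, increased from 329 to 1615 reads, with a log2FC of 2.07 (interval 1.90 to 2.25) that fell to 1.85 with upper-quartile factors.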

Three genes encoding Gamma-glutamyl transpeptidase (GGT) [EC:2.3.2.2] were up-regulated in drought stress (Table S5).

In this study, we found that transcription factors families were differentially expressed in response to drought treatment in *Phormium tenax*. The most abundant transcription factors families were WRKY (29), AP2/ERF-ERF (21), C2H2 (14), and NAC (10), followed by MYB-related (9), and MYB (7), bHLH (7), GRAS (7) (Fig. 3). The expression level of genes within each transcription factors family was inspected and different expression patterns were observed. Among them, 80 transcription factors genes were up-regulated and 24 were down-regulated in drought stress. Compared with known functional genes by establishing phylogenetic trees, several potential drought resistant genes belonging to the transcription factor families were discovered. There are three genes (Gene ID: c56991.graph_c0, c57387.graph_c0, c55976.graph_c0) belong to WRKY family (Figure S9A), four (Gene ID: c57500.graph_c0, c61891.graph_c0, c37958.graph_c0, c56737.graph_c0) belong to the MYB family (Figure S9B) and two (Gene ID: c58485.graph_c0, c58849.graph_c0) belong to the NAC family (Figure S9C). 

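All 9 of these unigenes were higher in the drought library and passed both thresholds under each scaling that was tried. Among the WRKY unigenes, c55976.graph_c0 had 9943 drought reads and 558 control reads (log2FC 3.93, interval 3.81 to 4.06), c56991.graph_c0 had 2524 and 137 (log2FC 3.97, interval 3.73 to 4.24) and c57387.graph_c0 had 1104 and 93 (log2FC 3.33, interval 3.04 to 3.67). The MYB unigene with the most reads was c56737.graph_c0, which increased from 1219 to 14821 (log2FC 3.38, interval 3.30 to 3.47). The other MYB unigenes had log2FC values of 3.45 (c57500.graph_c0, 916 drought reads against 71), 3.77 (c61891.graph_c0, 412 against 25) and 3.76 (c37958.graph_c0, 77 against 4). The last of these rests on 4 control reads, with an interval of 2.63 to 5.95, and the intervals of all 4 MYB unigenes overlap, so they could not be ranked by log2FC. The NAC unigenes rose less. In c58485.graph_c0 the reads increased from 844 to 4648 (log2FC 2.24, interval 2.13 to 2.35) and in c58849.graph_c0 from 376 to 2397 (log2FC 2.45, interval 2.29 to 2.61). All 9 were still called at an assumed coefficient of variation of 0.2, and 3 of them at 0.4 (c55976.graph_c0, c56991.graph_c0 and c61891.graph_c0).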

The result provided a reference to search for drought resistance genes in *Phormium tenax*.

To confirm the reliability of transcriptome sequence, ten DEGs were selected and analyzed using quantitative real-time PCR (qRT-PCR). The results showed almost the same level of fold changes between RNA-seq expression and qRT-PCR analyses (Fig. 4).

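The RNA-seq side of this comparison can be given from the deposited counts, while the qRT-PCR measurements were not used here. Of the 10 unigenes, 9 were higher in the drought library and passed both thresholds. The WRKY unigenes c54290.graph_c0, c54571.graph_c1 and c52656.graph_c0 had log2FC values of 4.93, 3.97 and 2.13, from 6757, 1813 and 1304 drought reads, and the last of these was 1.92 with upper-quartile factors. Of the AP2 unigenes, c53903.graph_c0 increased from 17 to 1269 reads (log2FC 5.92, interval 5.31 to 6.78) and c53291.graph_c0 from 53 to 298 (log2FC 2.25, interval 1.84 to 2.72). The third AP2 unigene, c60139.graph_c1, had 2084 drought reads and 3029 control reads, and its log2FC was -0.76 (interval -0.84 to -0.68). It was below 0 under every scaling that was tried, and their shifts from TMM, 0.287 at most, are too small to bring it to 0. Figure 4 plots an RNA-seq log2FC of about 4.0 for c60139.graph_c1 (read by eye). Another unigene of its component, c60139.graph_c0 (named here after its values were seen), had a log2FC of 4.03. The plotted value may belong to that unigene, which was not tested. The MYB unigene c38669.graph_c0 and the MYC unigene c67021.graph_c0 had 43 and 40 drought reads and 0 control reads. They were at least 12.3-fold and 11.4-fold higher in drought against a floor of 3 reads for the control library.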

## Discussion

Plants have evolved regulatory mechanisms to adapt to arid environment in morphology and physiology. For example, in order to adapt to the arid environment, plants would decrease their leaf canopy to reduce water use or increase their root length to get access to deep water layers^1^. Osmotic adjustment substances in plants such as soluble proteins, soluble sugars and proline, antioxidative enzymes such as SOD, POD and CAT were both increased, which can improve the drought resistance of plants^12^. Therefore, the content of these osmotic adjustment substances and the activity of these enzymes can be used to estimate the characteristics of plants under drought conditions^12^. A conclusion can be drawn from the determination of the morphological indicators and physiological characteristics in this study: *Phormium tenax* has strong drought resistance.

Under drought stress, the result which whole transcriptome sequence analysis of DEGs showed that DEGs are related to drought stress in *Phormium tenax*. The results of GO enrichment in BP showed that the most significant among ten momentous nodes was “response to karrikin”. Karrikins are a fresh group of plant growth regulators discovered in the smoke of burning plant materials^13^. The seeds of “fire-ephemerals” can go through a series of cycles of imbibition and dehydration but remain dormant and karrikin-responsive^13^. Previous research has found that karrikins also increase stress tolerance of several crop species^14^. There are remarkable parallels in the signaling mechanisms of karrikins and other plant hormones, including auxins, jasmonates, and gibberellins^15^. A conclusion can be drawn that karrikins might play essential roles in *Phormium tenax* resistance to drought stress.

When plants are subject to drought stress, some genes are expressed in a large amount, and the related substances are produced to protect the plant through the drought period^12^. DEGs involved in the most important biochemical metabolic pathways and signal transduction pathways were identified by KEGG pathway. It is worth mentioning that “plant-pathogen interaction” represented the most significant terms, consistent with the previous researches which plant response to drought stress, such as *Macrotyloma uniflorum*^16^, *Reaumuria soongorica*^17^*, Arundo donax L*^18^. Previous studies indicated that once the plants were properly stimulated, such as drought, cold and wounding, they can be in an alarmed state and thus increase the defense against future pathogens^19^. In addition, it was also reported that paenibacillus polymyxa increases survival *Arabidopsis thaliana* under drought stress^10^. We found that several transcripts from JAZ, *WRKY25* and MYC2 members of the ‘Plant-pathogen interaction’ pathway were induced by drought stress in this study. We can speculate that there is a complex signaling network between drought stress and the activation of plant pathogen signal, which plays an important role in the tolerance of abiotic stress. Combined with the previous research^5^ and the results of KEGG enrichment in this study, the mechanism of drought resistance in *Phormium tenax* was explained from three aspects of metabolism and signaling of hormones, osmotic adjustment and reactive oxygen species metabolism.

### Metabolism and signaling of hormones in drought stress of *Phormium tenax*

Phytohormones are significant in the regulation of drought in *Phormium tenax*. Previous studies have indicated that phytohormones ABA is closely related to the regulation of plant drought resistance^20^. In this study, the PP2C associated with the ABA signaling pathway was up-regulated, suggesting that ABA responded positively to drought stress. In addition, the presence of ABA could be concurrent with their response to drought stress by mediating and channelizing many stress responsive genes that help the plants in their survival over stress^20^. This result also indicated that the response to drought stress in *Phormium tenax* is a conservative mechanism in the way of the metabolism of the ABA.

JA is affected by the drought stress. The fatty acid substrate of JA biosynthesis is α-LeA released from galactolipids of chloroplast membranes^21^. In rice, enhanced α-LeA metabolism is helpful to improve the drought resistance ability of drought-tolerant landraces/genotypes^22^. In this study, we discovered that the key enzyme, secretory phospholipase A2 (SPLA2 [EC:3.1.1.4]) was up-regulated under drought stress. Other two enzymes, both hydroperoxide dehydratase (AOS [EC:4.2.1.92]) and OPC-8:0 CoA ligase1 (OPCL1 [EC:6.2.1.-]) were also up-regulated. These results suggested that α-LeA metabolism pathway (Fig. 5A) was highly elevated by drought tolerance and promoted the release of α-LeA in the cell membrane, then transferred α-LeA into the oxylipin signaling molecule JA and activated numerous defensive genes. In addition, the JAR1 was down-regulated, suggesting that the drought stress induced the accumulation of JA. As a rapid chemical signal, JA can be transferred from shoot to root, and play a role in inducing gene expression. An obvious increase of JAZ under drought stress has also been found in this study, which might lead to activation of transcription factors such as WRKY and MYB. MYC2 is a significant regulator of various JA responses and mediates crosstalk with other pathways^23^. The MYC2 was up-regulated, suggesting that it has an important regulatory role in the metabolic process of JA.

Brassinosteroids (BRs) was widely involved in the growth and development of plants^11^. Besides, it is significant in varieties of plant adaptation and physiological processes to kinds of biotic and abiotic stresses^11^. Previous studies have shown that BRs could enhance tolerance to photo-oxidative and cold stresses in cucumber^24^. CYP90B1 [EC:1.14.13.-] is the key enzyme in the biosynthesis of bioactive BRs in plants^25^. In this study, CYP90B1 was up-regulated in *Phormium tenax* in drought stress. The result suggested that BRs biosynthesis in *Phormium tenax* played a positive role in the drought environment.

### Osmotic adjustment responding to dehydration

Osmotic adjustment substance is a non toxic small molecule organic compound, which is synthesized and accumulated in the cells to maintain the level of permeability *in vivo* under salt stress or drought stress^26^. Previous studies have shown that starch and sucrose metabolism plays an important role in osmotic adjustment^26^.

Starch is a non soluble sugar^26^. The key enzyme PYG [EC:2.4.1.1] related to the decomposition of starch was raised in drought conditions, on the contrary, the enzyme sacA [EC:3.2.1.26] related to the decomposition of sucrose was reduced. These results indicated that in drought stress, with the decomposition of non soluble sugar and the synthesis of soluble sugar, the intracellular solute could be accumulated and the ability of cells to absorb water could be enhanced, which will protect the *Phormium tenax* from hydropenia.

In this study, we found lots of up-regulated enzymes (Table S5) and some of them are encoded by more than one genes, such as alpha-1,4-galacturonosyltransferase (GalAT) [EC:2.4.1.43], pectinesterase [EC:3.1.1.11] and trehalose 6-phosphate phosphatase (TPP) [EC:3.1.3.12] (Fig. 5B). Pectin have multiple functions in plant growth, development and disease resistance including roles in cell–cell adhesion, wall porosity, cell elongation and wall extensibility^27^. GalAT and pectinesterase are the important enzymes in synthesis of pectin. 

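Table S5 lists 8 unigenes for GalAT and pectinesterase together without assigning each to an enzyme. Of these, 6 were higher and 2 were lower in the drought library. The highest log2FC values were those of c54495.graph_c0, which had 1366 drought reads and 2 control reads (log2FC 8.64, interval 7.34 to 12.24), and of c59333.graph_c0 with 603 and 6 reads (log2FC 6.22, interval 5.30 to 7.88). The unigene c58677.graph_c0 increased from 12 to 177 reads (log2FC 3.56). Smaller changes were found in c36159.graph_c0 (log2FC 2.56), c55587.graph_c0 (2.13) and c63655.graph_c1 (2.07), and with upper-quartile factors the last pair fell below the threshold. Both lower unigenes had few reads. The unigene c37104.graph_c0 had 42 control reads and 0 drought reads and was at least 16.3-fold lower in drought against a floor of 3 reads, and c29288.graph_c0 had 21 control reads and 1 drought read (log2FC -3.62, interval -9.99 to -1.98).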

The two enzymes were changing between up and down, under drought stress, which suggested that signal for regulation of pectin was very complex in *Phormium tenax.* TPP was a key enzyme which can strengthen drought tolerance in a variety of organisms^28^. In this study, two genes encoding TPP were both up-regulated, maybe shown that they play an important role in resisting drought stress, thus leading to changes in carbohydrate allocation and metabolism^29^. 

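The TPP unigenes differed in depth. The unigene c64847.graph_c0 (2567 bp) increased from 428 control reads to 6310 drought reads, with a log2FC of 3.66 (interval 3.52 to 3.80). The unigene c54392.graph_c1 (453 bp) had 42 drought reads and 0 control reads. Against a floor of 3 reads for the control library it was at least 12.0-fold higher in drought.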

Other enzymes including UDPglucose 6-dehydrogenase [EC:1.1.1.22] and UDP-glucuronate 4-epimerase [EC:5.1.3.6] were both up-regulated. 

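UDPglucose 6-dehydrogenase (c63742.graph_c1) was abundant in both libraries, with 7194 drought reads and 1454 control reads. Its log2FC of 2.08 (interval 2.00 to 2.17) lay at the threshold and was 1.87 with upper-quartile factors. UDP-glucuronate 4-epimerase (c55843.graph_c0) increased from 151 to 5637 reads, with a log2FC of 4.99 (interval 4.77 to 5.24).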

Under drought stress, the change in the up-regulated expression of genes related to starch and sucrose metabolism was amazing, suggesting that drought resistant invests more energy and resources into immediate defense needs.

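Over the 18 unigenes of starch and sucrose metabolism in Table S5, log2FC had a median of 2.11, also with the unigenes at 0 reads in 1 library put at their bound. With these at their bound it ranged from -4.03 to 8.64. The 7 lower unigenes were the 5 of sacA and 2 of GalAT or pectinesterase, and the other 11 were higher. From the higher PYG and the lower sacA counts, the paper proposes that the breakdown of non soluble sugar and the synthesis of soluble sugar let solutes accumulate in the cell, which helps it to absorb water. From the up-regulated genes of this pathway, the paper proposes that more energy and resources go to immediate defense.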

In addition, amino acid compounds also play an important role in the osmotic adjustment. Previous studies have shown the great effect of plants drought tolerance on phenylpropanoid biosynthesis^11^. In this study, several enzymes were differentially expressed in phenylpropanoid biosynthesis under drought stress (Fig. 5C). Peroxidase [EC:1.11.1.7] and caffeoyl-CoA O-methyltransferase [EC:2.1.1.104] were both up-regulated, which indicated the positive relationship between drought stress and phenylpropanoid biosynthesis in *Phormium tenax*. But others like CAD [EC:1.1.1.195] was down-regulated in drought stress. Although there is little report about the function of CAD in drought stress, its function in plant development and defense against pathogens is great^30^. Four genes encoding CAD were all down regulated, which probably leading to reduced disease resistance in *Phormium tenax’s* drought stress. Phenylpropanoid biosynthesis has been confirmed to facilitate the synthesis of phenylpropanoid-based polymers, such as lignin and flavonoids^31^. The change of phenylpropanoid biosynthesis pathway in *Phormium tenax’s* drought stress may promote cell wall modification through affecting lignin biosynthesis, regulate anthocyanin biosynthesis by affecting anthocyanidins formation, then contribute to plant cuticle formation.

### Reactive oxygen species metabolism and drought stress

Under drought stress, the enzyme system of plant cells in the total change trend is synthetase activity decreased, proteolytic enzymes and some oxidoreductase activity increased^12^. Drought stress causes changes and disturbances of plant antioxidant enzyme system. Under drought conditions, the oxygen free radicals in plants increased. Many studies have indicated that one of the toxic effects of excess free radicals in plants is to cause membrane lipid peroxidation, which can damage the membrane system, and it will lead to the death of plant cells when the situation is serious^32^. Antioxidant enzymes such as SOD, POD, glutathione, etc., have the effect of eliminating free radicals and protecting the plant body. We found that four genes related to POD were up-regulated, which indicated that POD played an important role in drought stress (Table S6). In addition, these results suggested that genes related to glutathione metabolism were considerably changed during drought stress.

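In addition to c28269.graph_c0 and c57806.graph_c0, Table S6 lists c57081.graph_c1 and c63278.graph_c2. The unigene c57081.graph_c1 had 202 drought reads and 23 control reads, with a log2FC of 2.86 (interval 2.29 to 3.60), and c63278.graph_c2 had 230 and 11 reads, with a log2FC of 4.05 (interval 3.30 to 5.18). All 4 POD unigenes of Table S6 remained past both thresholds with total reads and with upper-quartile factors as the scaling and at an assumed coefficient of variation of 0.2, and 2 of them (c57806.graph_c0 and c63278.graph_c2) at 0.4.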

Previous studies have investigated the GST [EC:2.5.1.18] which existed in glutathione metabolism responses to abiotic stress and it is important in improving tolerance to salinity and drought stresses in rice and *Arabidopsis*^33^,^34^. In this study, GST was encoded by two genes, one was up-regulated and the other was down-regulated. In addition, the log_2_FC of up-regulated gene was 5.7 which investigated a close relationship between GST and drought tolerance in *Phormium tenax*. GGTs are the only enzymes known to hydrolyze the γ-glutamyl bond in glutathione^35^ which can hydrolyze the physiological antioxidant glutathione, indicating an involvement of the enzyme in the cellular defense mechanism against oxidative stress. In this study, genes encoding GST and GGT were up-regulation, showing that the two enzymes are at least partially favorable for improving drought resistance in *Phormium tenax* (Fig. 5D).

### Transcription factors responding to drought stress

Combined with the previous studies^36^, our result indicated that stress-related transcription factors, members of the WRKY, AP2/ERF-ERF, C2H2, NAC, MYB-related, MYB, bHLH and GRAS protein transcription factors have been well characterized for their roles in the regulation of drought tolerance. There were 27 up-regulated genes and 2 down-regulated genes in WRKY family. Previous studies have indicated that *AtWRKY33* regulated abiotic stress and that they may act as positive regulators in mediating the response of plants to ABA^37^, and four genes of *WRKY33* were discovered in this study. In addition, we found that the gene (gene ID: c57387.graph_c0) and *GmWRKY54* were similar, and *GmWRKY54* has been reported to be resistant to salt and drought resistance^38^. The plant-specific NAC (for NAM, ATAF1, 2 and CUC2) transcription factors have been implicated in diverse cellular processes involved in stress responses such as cold, salinity or drought as well as ABA signalling^39^. It was reported that *ANAC042* extends longevity and increases tolerance to heat stress in *Arabidopsis thaliana* when overexpressed^40^ and the gene (Gene ID: c58485.graph_c0) was found to have homology with *ANAC042* in this study. MYB also represents a high number of transcripts under drought, 7 genes were found to change under drought stress and they probably play the conserved or fundamental roles in *Phormium tenax* responses to stress. In this study, the gene (gene ID: c61891.graph_c0) and *CpMYB10* had high homology, it was reported that *CpMYB10* in *Arabidopsis* was mediating stress tolerance and altering ABA and Glc signaling responses^41^. GRAS transcription factors have a major function in plant growth and environmental adaptation, especially for the modulation of plant tolerance to stressorsα. For instance, *SCL7* has the characteristics of salt and drought tolerance in *Arabidopsis*^43^. In this study, *SCL23* is a member of GRAS transcription factors family, showed obvious up-regulation particularly in *Phormium tenax*. In addition, our study showed the number of up-regulated transcription factors was more than down-regulated transcription factors in drought stress, which indicated that the importance of transcription factors to drought stress in *Phormium tenax.*

## Materials and Methods

### Plant materials and stress treatment

Pot and artificial water control method were used to simulate the drought. *Phormium tenax*’s seedlings were obtained from Sichuan Agricultural University. The turfy earth and natural soil were mixed in proportion of 1:1. The mixture should be stacked 45 days after degassing. Then put the soil into the same size of plastic basins, 3 kg per pot, a total of 40 pots. The water content of the soil was controlled by 70% of the saturated water content of the soil (after the experiment, the saturated water content of the soil was 65.04%). One-year-old *Phormium tenax* which have consistent height and biomass were selected as materials and transplanted to plastic basins, 1 pot per pot. Watering according to the plant’s growth, the spilled water was poured back into the basin in order to maintain the soil moisture consistent. After 30 days of growth, 40 pot seedlings were randomly divided into two groups: control group (T02) and experimental group (T01). The initial soil moisture content of T02 remained unchanged, while stop watering the T01 until the soil moisture content was 25% of the soil saturated water content. The process took two weeks. Soil water content was measured every 2 days to replenish the amount of deficiency. Ten days after, *Phormium tenax* with different treatment were harvested for further use.

### Morphological indicators and physiological characteristics determination

Vernier caliper was used to measure the length of taproot, lateral root length and the shoot height. Leaves of T01 and T02 were harvested for determination of physiological characteristics. The activity of SOD was determined by Nitro-blue tetrazolium (NBT) photoreduction method^44^. The activity of POD was determined according to Li *et al*.^44^. CAT activity was measured by UV absorption method^44^. Soluble protein content was measured using Coomassie Brilliant Blue G-250 Dye Binding^44^. Soluble sugar content was determined according to anthrone colorimetric method^44^. Proline content was determined according to Bates *et al*.^44^. MDA content was measured as previously described^44^ with minor modifications.

### RNA extraction, library construction and sequencing

Each treatment (T01 and T02) was made up of three biological repeats. RNA was extracted from three biological repeats, respectively. And then the three individual RNAs were mixed in equal quantity to supply one pooled sample for the sequencing analysis. First of all, total RNA was extracted with Trizol Reagent (Invitrogen), following the manufacturer’s instructions. In order to get qualified samples for transcriptome sequencing, Nanodrop, Qubit 2.0 and Aglient 2100 were used to test the purity, concentration and integrity of the RNA. Messenger RNAs (mRNAs) were separated from the total RNA by Oligo (dT) and were cleaved into short fragments at random. Secondly, the first strand cDNAs were synthesized with random hexamer primers, the buffer, dNTPs, DNA polymerase I and RNase H were used to synthesize the second strand cDNAs. The cDNAs were purified with AMPure XP beads. End repair, add the A tail and connect the sequencing connector, fragment size selection on the purification of the double stranded cDNA to be carried out in turn. Lastly, the qualified cDNA libraries were constructed by PCR enrichment and sequenced by HiSeq2500 with sequencing read length of PE125. The raw sequencing data have been submitted to the NCBI Sequence Read Archive database with accession number SRP092290.

### Sequence analysis, *de novo* assembly and functional annotation

After filtering the raw data, high quality clean data was received for subsequent analysis. The unigene library of the *Phormium tenax* was obtained by sequence assembly of clean data. Trinity^45^ is an assembly software which specifically designed for high-throughput transcriptional sequencing. First, all clean reads whose Q30 (quality score) ≥92.59% were interrupted for short fragments (K-mer) by Trinity. Then, the K-mers were extended to long fragments (contig). Next, collection of fragments (component) was obtained by using the overlap between these contigs. Finally, using the method of De Bruijn map and sequencing Read information, we identified the transcript sequence in each component, respectively. The transcripts, their assembled sequences, expression value in each sample data have been submitted to the GEO database with accession number GSE92497 (The Platform number is GPL22804, the GSM2430721 represents drought condition T01 and the GSM2430722 represents normal condition T02).

In order to obtain the annotation information of unigene, the unigene sequences were compared against the Nr, Swiss-port, GO, COG, KOG, KEGG using BLAST firstly, and then compared with the Pfam database using HMMER.

### Differential expression analysis

In this study, EBSeq^46^ was used to analyze the differential expression, and the DEGs between the two samples were obtained. At the time of analysis, false discovery rate (FDR) was used as a key indicator for the screening of DEGs. In the screening process, FDR value which less than 0.01 and |log2 (fold change)| ≥ 2 as screening criteria. Fold change (FC), which represents the ratio of the expression of the two samples.

### Quantitative real-time PCR analysis

qRT-PCR was performed using SsoFast™ EvaGreen^®^ Supermix, following instruction of the manufacturer. Plant material was consistent with those used for RNA-seq. 10 DEGs belonging to the family of transcription factors were selected. Their primers are listed in Table S7. qRT-PCR was performed with three biological replicates. The expression pattern of DEGs was analyzed by melting furnace curve.

## Conclusions

The high-throughput sequencing technology can fully obtain almost all the transcript sequence information of a species specific tissues or organs in a certain state, has been widely used in basic research, clinical diagnosis and drug development. In this study, transcriptome sequencing analysis of *Phormium tenax* was performed through RNA-seq technology. Besides, we explained drought-resistant mechanism of *Phormium tenax* from the molecular level. These results are useful for the study of the mechanism of drought resistance in plants and provide excellent genetic resources for drought-resistant crops.

## Additional Information

**How to cite this article:** Bai, Z.-y. *et al*. Whole-transcriptome sequence analysis of differentially expressed genes in *Phormium tenax* under drought stress. *Sci. Rep.* **7**, 41700; doi: 10.1038/srep41700 (2017).

**Publisher's note:** Springer Nature remains neutral with regard to jurisdictional claims in published maps and institutional affiliations.

## Supplementary Material

Supplementary Dataset 1

## Figures and Tables

**Figure 1:**
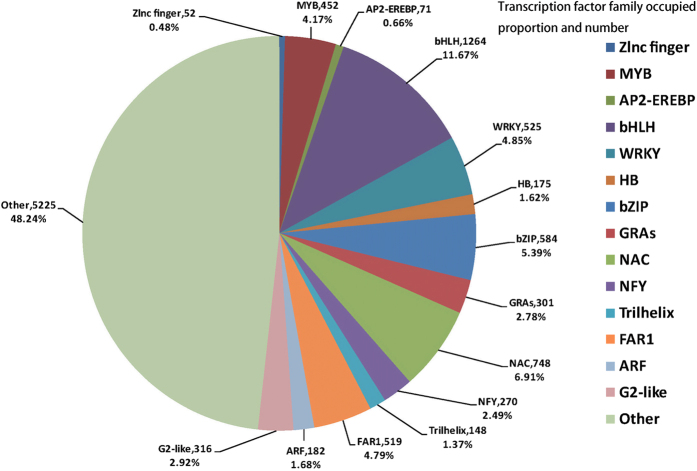
Transcription factor family occupied proportion and number in *Phormium tenax* transcriptome sequences.

**Figure 2:**
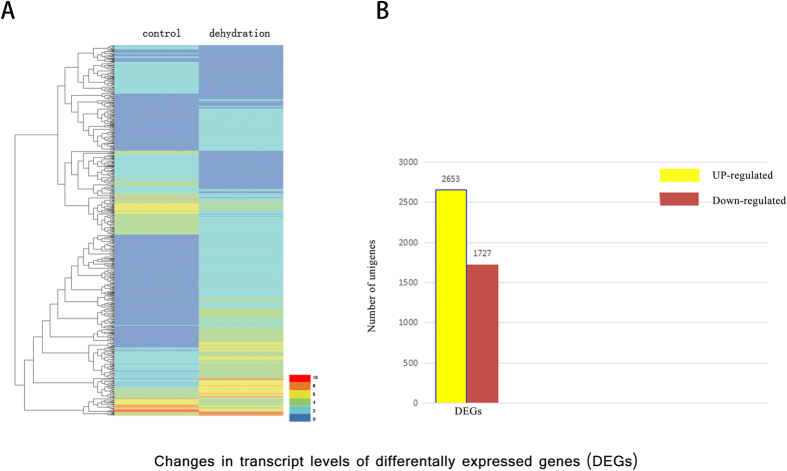
Summary graph of differential expression genes (DEGs). (**A**) Heat-maps of all DEGs. Columns and rows in heat maps represent samples and DEGs, respectively. (**B**) Number of up- and down-regulated DEGs.

**Figure 3:**
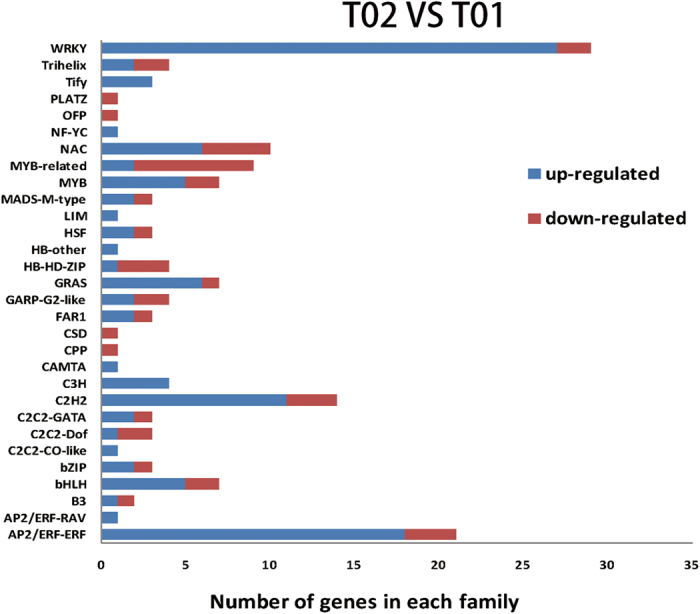
Transcription factors responsive to drought stress. Within each bar, number of up-regulated and down-regulated genes is shown in blue and red. T02 representative control group and T01 representative experimental group.

**Figure 4:**
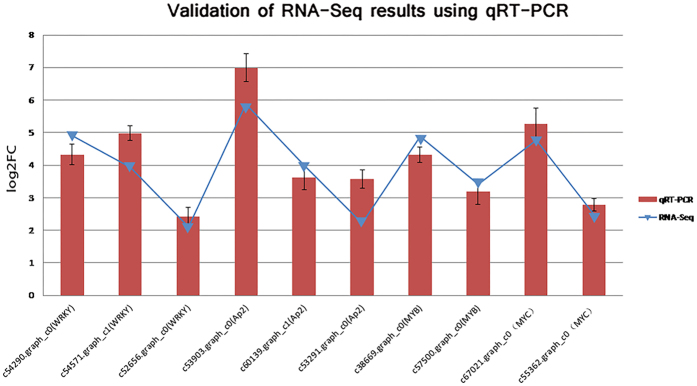
Validation of RNA-Seq results using qRT-PCR. The name of transcript factor behind each gene ID is determined by different expression gene function annotation.

**Figure 5:**
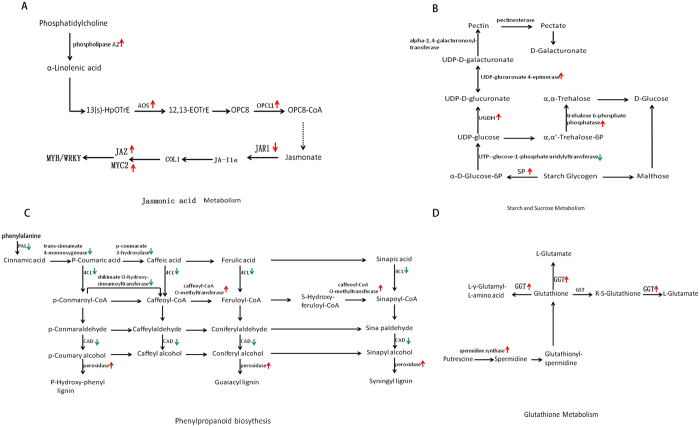
(**A**) Effect of drought stress on the expression of genes associated with JA metabolism. (**B**) Starch and sucrose metabolism. (**C**) Phenylpropanoid biosythesis. (**D**) Glutathione metabolism. Red arrow and green arrow indicate significantly up-regulated and down-regulated expression, respectively.

# Supplementary material for: Whole-transcriptome sequence analysis of differentially expressed genes in Phormium tenax under drought stress
**Source:** Sci Rep. 2017 Jan 30;7:41700. doi: 10.1038/srep41700
**Supplement:** Supplementary Dataset 1

Whole-transcriptome sequence analysis of differentially expressed genes in *Phormium tenax* under drought stress

Short title：Transcriptome sequence analysis of *Phormium tenax* under drought stress

Zhen-yu Bai, Tong Wang, Yin-huan Wu, Ke Wang, Qian-yu Liang, Yuan-zhi Pan, Bei-bei Jiang, Lei Zhang, Guang-li Liu, Yin Jia, Qing-lin Liu*.

Tel/Fax: 

**Supplementary Table S1** Summary of Illumina transcriptome assembly for *Phormium tenax.*

| Length Range | Contig | Transcript | Unigene |
| --- | --- | --- | --- |
| 200-300 | 4,018,976(98.91%) | 50,591(28.80%) | 37,367(49.65%) |
| 300-500 | 19,826(0.49%) | 32,592(18.56%) | 16,034(21.30%) |
| 500-1000 | 12,610(0.31%) | 38,439(21.88%) | 10,806(14.36%) |
| 1000-2000 | 8,262(0.20%) | 37,949(21.61%) | 7,776(10.33%) |
| 2000+ | 3,745(0.09% | 16,078(9.15%) | 3,282(4.36%) |
| Total Number | 4,063,419 | 175,649 | 75,265 |
| Total Length | 223,179,195 | 150,366,644 | 42,590,937 |
| N50 Length | 49 | 1,396 | 919 |
| Mean Length | 54.92 | 856.06 | 565.88 |

**Supplementary Table S2** Functional annotation of *Phormium tenax* transcriptome.

| Annotated databases | Unigene | ≥300nt | ≥1000nt |
| --- | --- | --- | --- |
| COG | 9,204 | 7,401 | 4,556 |
| GO | 16,809 | 13,039 | 6,455 |
| KEGG | 6,334 | 5,099 | 2,756 |
| KOG | 17,463 | 13,615 | 6,757 |
| Pfam | 18,459 | 15,472 | 8,677 |
| Swiss-Prot | 20,891 | 16,730 | 8,127 |
| nr | 30,027 | 22,962 | 10,311 |
| All | 30,814 | 23,098 | 10,325 |

**Supplementary Table S3** Differential expression genes annotation of *Phormium tenax* transcriptome

| Annotated | COG | GO | KEGG | KOG | Pfam | Swiss-prot | nr |
| --- | --- | --- | --- | --- | --- | --- | --- |
| 2,698 | 819 | 1,438 | 458 | 1,326 | 1,816 | 2,047 | 2,682 |

**Supplementary Table S4** GO enrichment biochemistry top10

| GO ID | Term | Annotated  genes | Significant  genes | Expected | KS |
| --- | --- | --- | --- | --- | --- |
| 0080167 | response to karrikin | 66 | 15 | 5.65 | 1.60E-06 |
| 0006855 | Drug transmembrane transport | 63 | 8 | 5.4 | 1.40E-05 |
| 0006633 | Fatty acid biosynthetic process | 194 | 35 | 16.62 | 0.00042 |
| 0006096 | glycolysis | 175 | 17 | 14.99 | 0.00047 |
| 0009651 | response to salt stress | 364 | 33 | 31.18 | 0.0005 |
| 0030261 | chromosome condensation | 19 | 0 | 1.63 | 0.00067 |
| 0009853 | photorespiration | 86 | 2 | 7.37 | 0.00085 |
| 0055114 | oxidation-reduction process | 1444 | 150 | 123.71 | 0.00118 |
| 0048731 | system development | 1228 | 78 | 105.2 | 0.00119 |
| 0015698 | inorganic anion transport | 84 | 22 | 7.2 | 0.00146 |

**Supplementary Table S5** Differentially expressed genes classified by KEGG pathway

| KEGG  pathway | KEGG  annotation | Gene ID | Log2FC | KO |
| --- | --- | --- | --- | --- |
| Ko04075  Plant hormone signal transduction | PP2C [EC:3.1.3.16];  JAR1;  JAZ;  MYC2; | c39046.graph_c0;  c59144.graph_c0;  c44105.graph_c0;  c48623.graph_c0;  c51091.graph_c0;  c65972.graph_c1;  c55362.graph_c0; | 2.17;  2.39;  -2.31;  3.82;  4.43;  6.17;  2.47; | K14494  K14506  K13464  K13422 |
| ko00592  alpha-Linolenic acid  metabolism | phospholipase A2 (SPLA2)[EC:3.1.1.4];  hydroperoxide dehydratase (AOS)[EC:4.2.1.92];  OPC-8:0 CoA ligase 1 (OPCL1)[EC:6.2.1.-]; | c64401.graph_c0;  c61296.graph_c0;  c49155.graph_c0;  c49155.graph_c1; | 2.03;  2.89;  3.04;  3.24; | K14674  K01723  K10526 |
| ko00905  Brassinosteroid biosynthesis | Steroid 22-alpha-hydroxylase  (CYP90B1, DWF4) [EC:1.14.13.-]; | c52144.graph_c0; | 4.00; | K09587 |
| ko00500  Starch and sucrose  metabolism | UDPglucose  6-dehydrogenase [EC:1.1.1.22];  UDP-glucuronate 4-epimerase [EC:5.1.3.6];  alpha-1,4-galacturonosyltransferase [EC:2.4.1.43];  pectinesterase [EC:3.1.1.11];  trehalose 6-phosphate phosphatase (TPP)[EC:3.1.3.12];  starch phosphorylase (PYG)[EC:2.4.1.1];  SacA [EC:3.2.1.26.]; | c63742.graph_c1;  c55843.graph_c0;  c36159.graph_c0;  c55587.graph_c0;  c63655.graph_c1; c37104.graph_c0;  c54495.graph_c0;  c58677.graph_c0;  c59333.graph_c0; c29288.graph_c0;  c54392.graph_c1;  c64847.graph_c0;  c58481.graph_c0;  c14512.graph_c0;  c48906.graph_c0;  c51361.graph_c0;  c51827.graph_c0;  c61021.graph_c0 | 2.05;  4.96  2.49;  2.09;  2.04; -5.08;  8.45;  3.50;  6.12;  -3.39;  4.84;  3.63;  2.21;  -4.36;  -2.59;  -2.15;  -2.22;  -3.92; | K00012  K08679  K13648  K01051  K01087  K00688  K01193 |
| ko00940  Phenylpropanoid  biosythesis | cinnamyl-alcohol dehydrogenase (CAD)[EC:1.1.1.195];  peroxidase [EC:1.11.1.7];  caffeoyl-CoA O-methyltransferase [EC:2.1.1.104]; | c30240.graph_c1;  c52319.graph_c0;  c59765.graph_c0;  c59765.graph_c1;  c28269.graph_c0;  c57806.graph_c0;  c38538.graph_c0;  c54553.graph_c0; | -2.52;  -2.75;  -2.57;  -2.46;  2.91;  3.52;  -3.98;  2.19; | K00083  K00430  K00588 |
| ko00480  Glutathione metabolism | gamma-glutamyltranspeptidase / glutathione hydrolase (GGT)[EC:2.3.2.2];  glutathione S-transferase (GST)[EC:2.5.1.18]; | c54014.graph_c0;  c66134.graph_c0;  c66148.graph_c0;  c66489.graph_c0; c58202.graph_c0; | 2.04;  8.87;  7.01;  5.78;  -2.86; | K00681  K00799 |

**Supplementary Table S6** Four up-regulated genes associated with POD

| Gene ID | FDR | log2FC | regulated |
| --- | --- | --- | --- |
| c28269.graph_c0 | 0.00000138 | 2.915205594 | up |
| c57806.graph_c0 | 0.0000000063 | 3.522002448 | up |
| c57081.graph_c1 | 0.0000208 | 2.819467912 | up |
| c63278.graph_c2 | 0.00000000381 | 3.98896753 | up |

**Supplementary Table S7** The primers of 10 DEGs for qRT-PCR

| Gene ID | Transcription factors family | Primers(5’-3’) |
| --- | --- | --- |
| c54290.graph_c0 | WRKY | Forward: TCCTCTGTACTCCTACTGTGAC  Reverse: TCCAGCCCTGTAAAATCTTCC |
| c54571.graph_c1 | WRKY | Forward: CGTCACCTCTGATTATGGCTC  Reverse: CCACCTTTATCCTCTTCAGCTC |
| c52656.graph_c0 | WRKY | Forward: GCTGATCATAACCTACACCGG  Reverse: CTACTCCCTTCCGTTTTCTCC |
| c53903.graph_c0 | AP2 | Forward: CATTCCCACCCTACTCCTTC  Reverse: TTCCTCTTGATTGGCACCG |
| c60139.graph_c1 | AP2 | Forward:ACCTAAAGAACATTTTCAGCACATG  Reverse: GCATGTAGAAGACTTTTCCGGG |
| c53291.graph_c0 | AP2 | Forward: CAAGGCCAAGACGAACTTTG  Reverse: GAGGTCCGAGAAACAGATCC |
| c38669.graph_c0 | MYB | Forward: GCCCTACATGTATCAAGCTAGC  Reverse: CATCCAAGTTCCATAGACTCCC |
| c57500.graph_c0 | MYB | Forward: TTGAGGTGTGGGAAGAGTTG  Reverse: TTCTCTGGTGAAGTTGCCTC |
| c67021.graph_c0 | MYC | Forward: GAGAAAATCAACGCCATCCTG  Reverse: CCTTCAGATCGCATCCTTCAAG |
| c55362.graph_c0 | MYC | Forward: CAATTTCTGCGATAACCAGCG  Reverse: TTCGTCTTTGCTTCTCACTCTC |

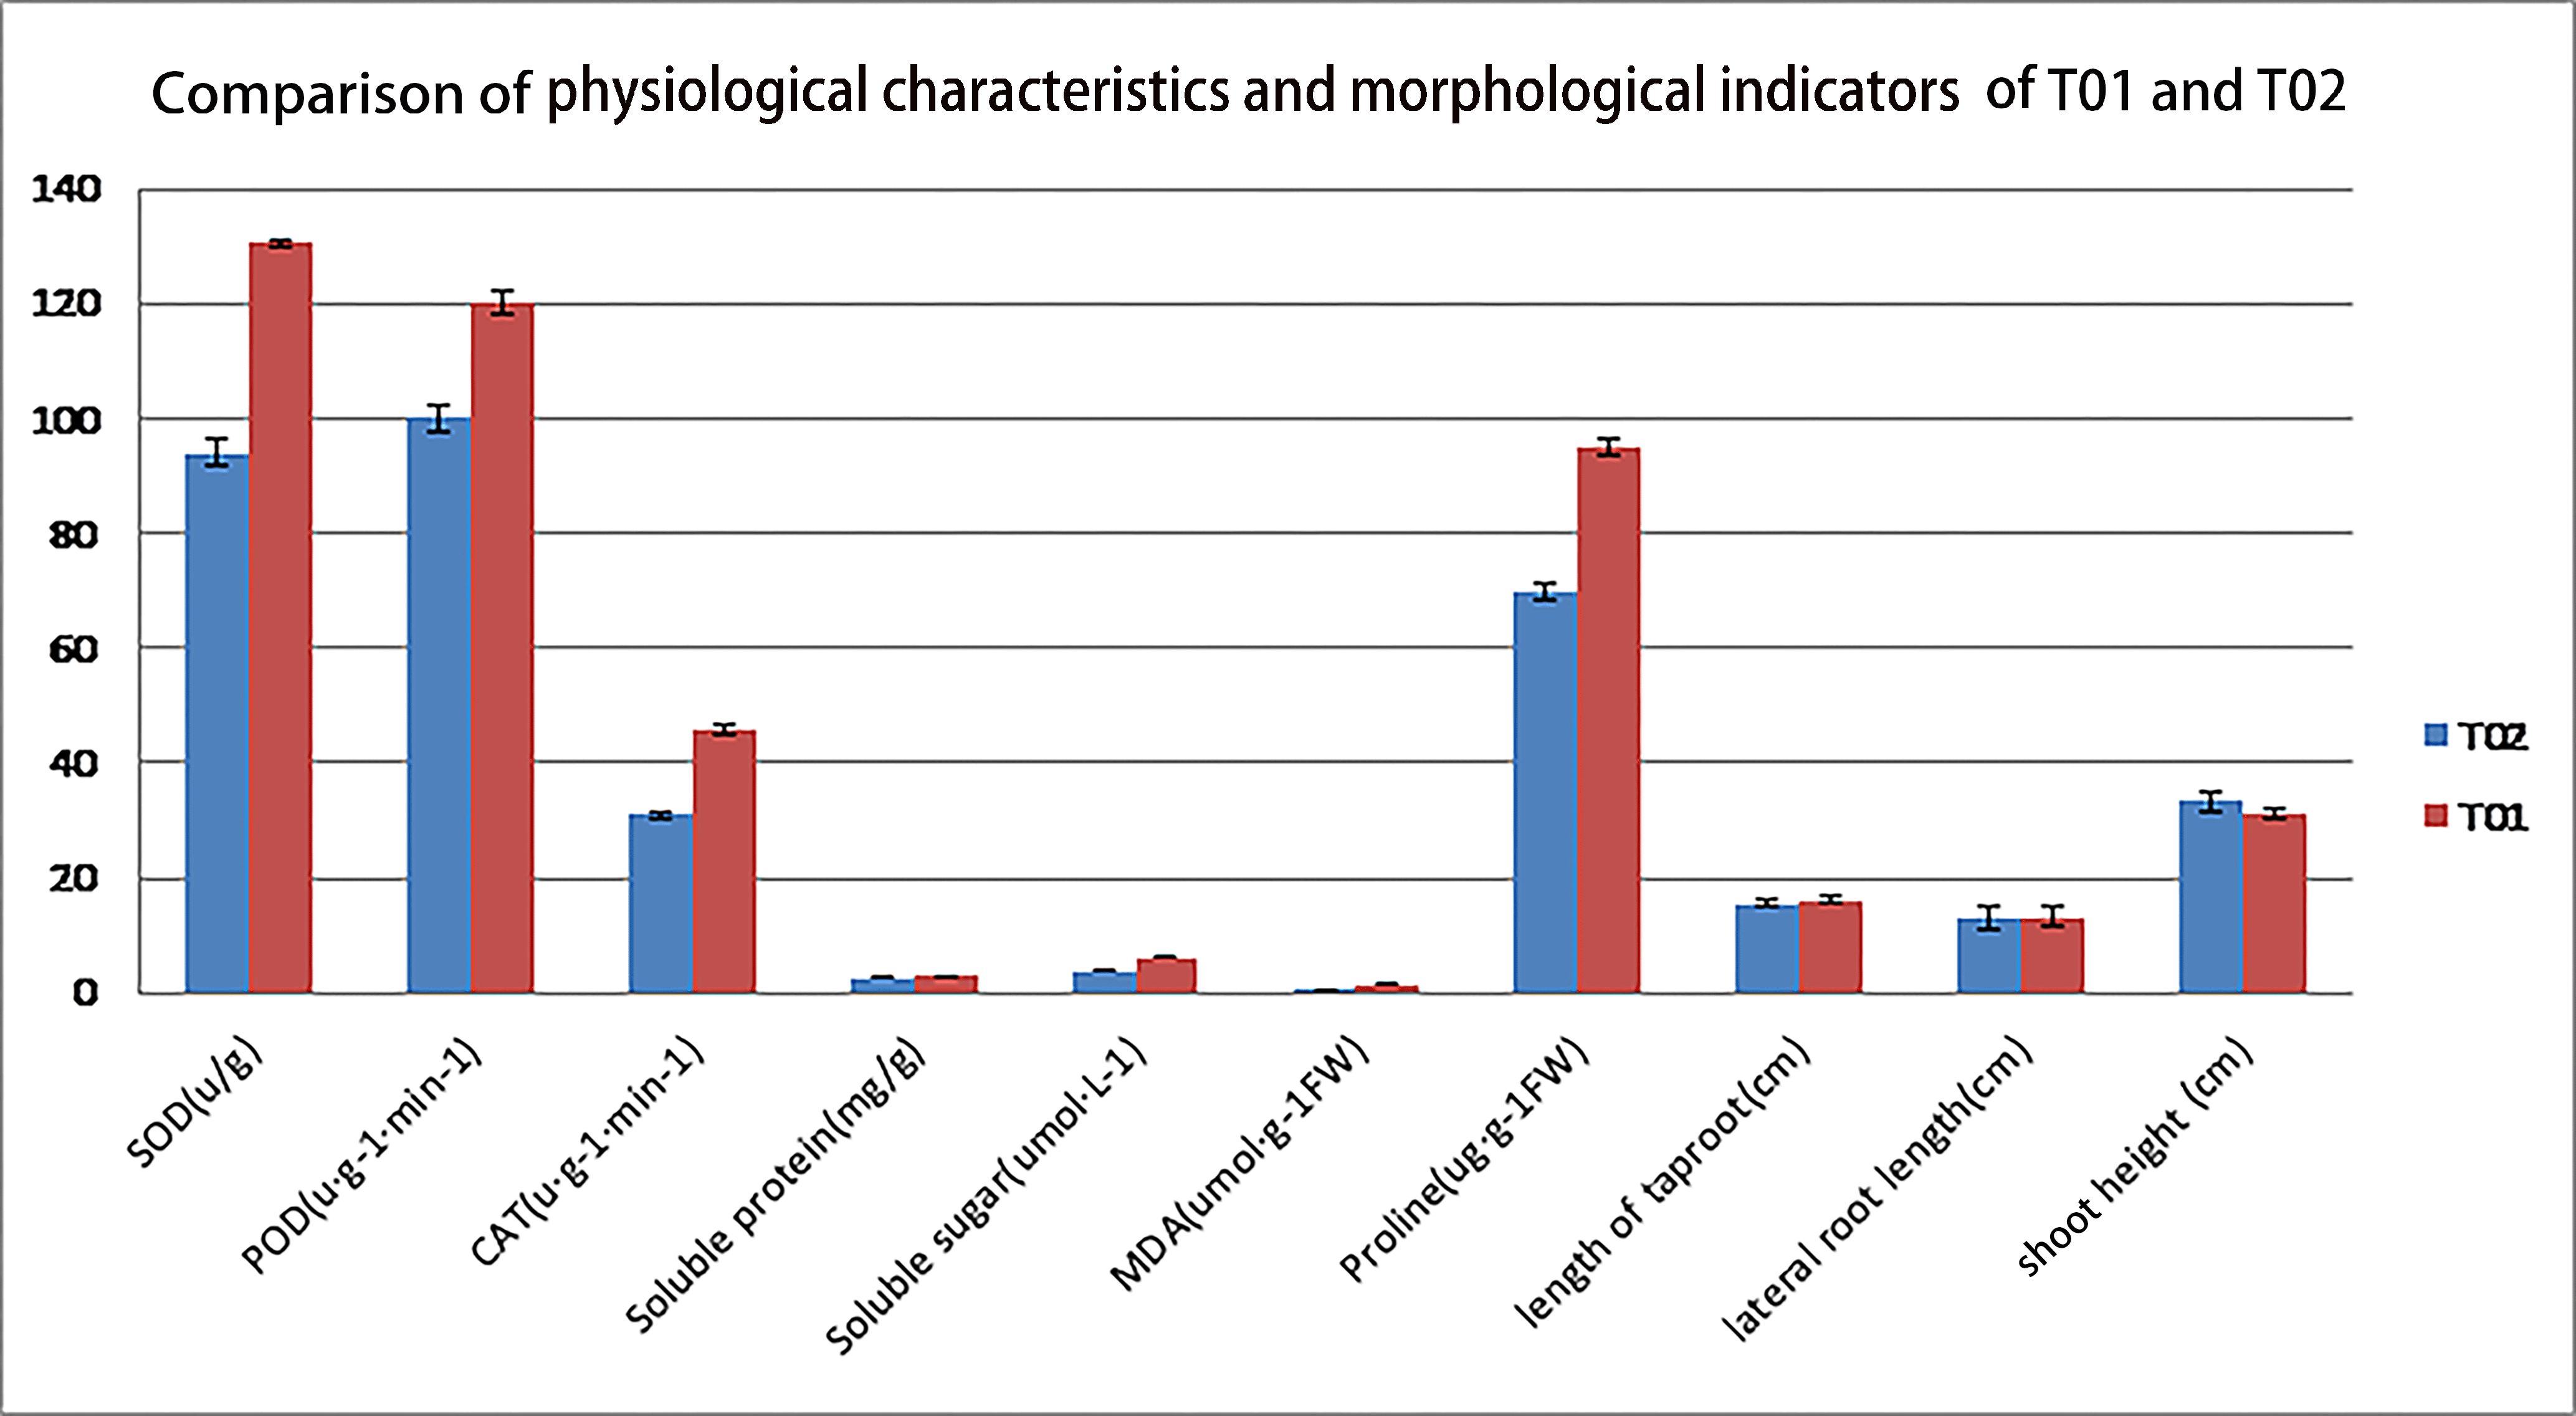

**Supplementary Figure S1** Comparison of physiological characteristics and morphological indicators of T01 and T02.

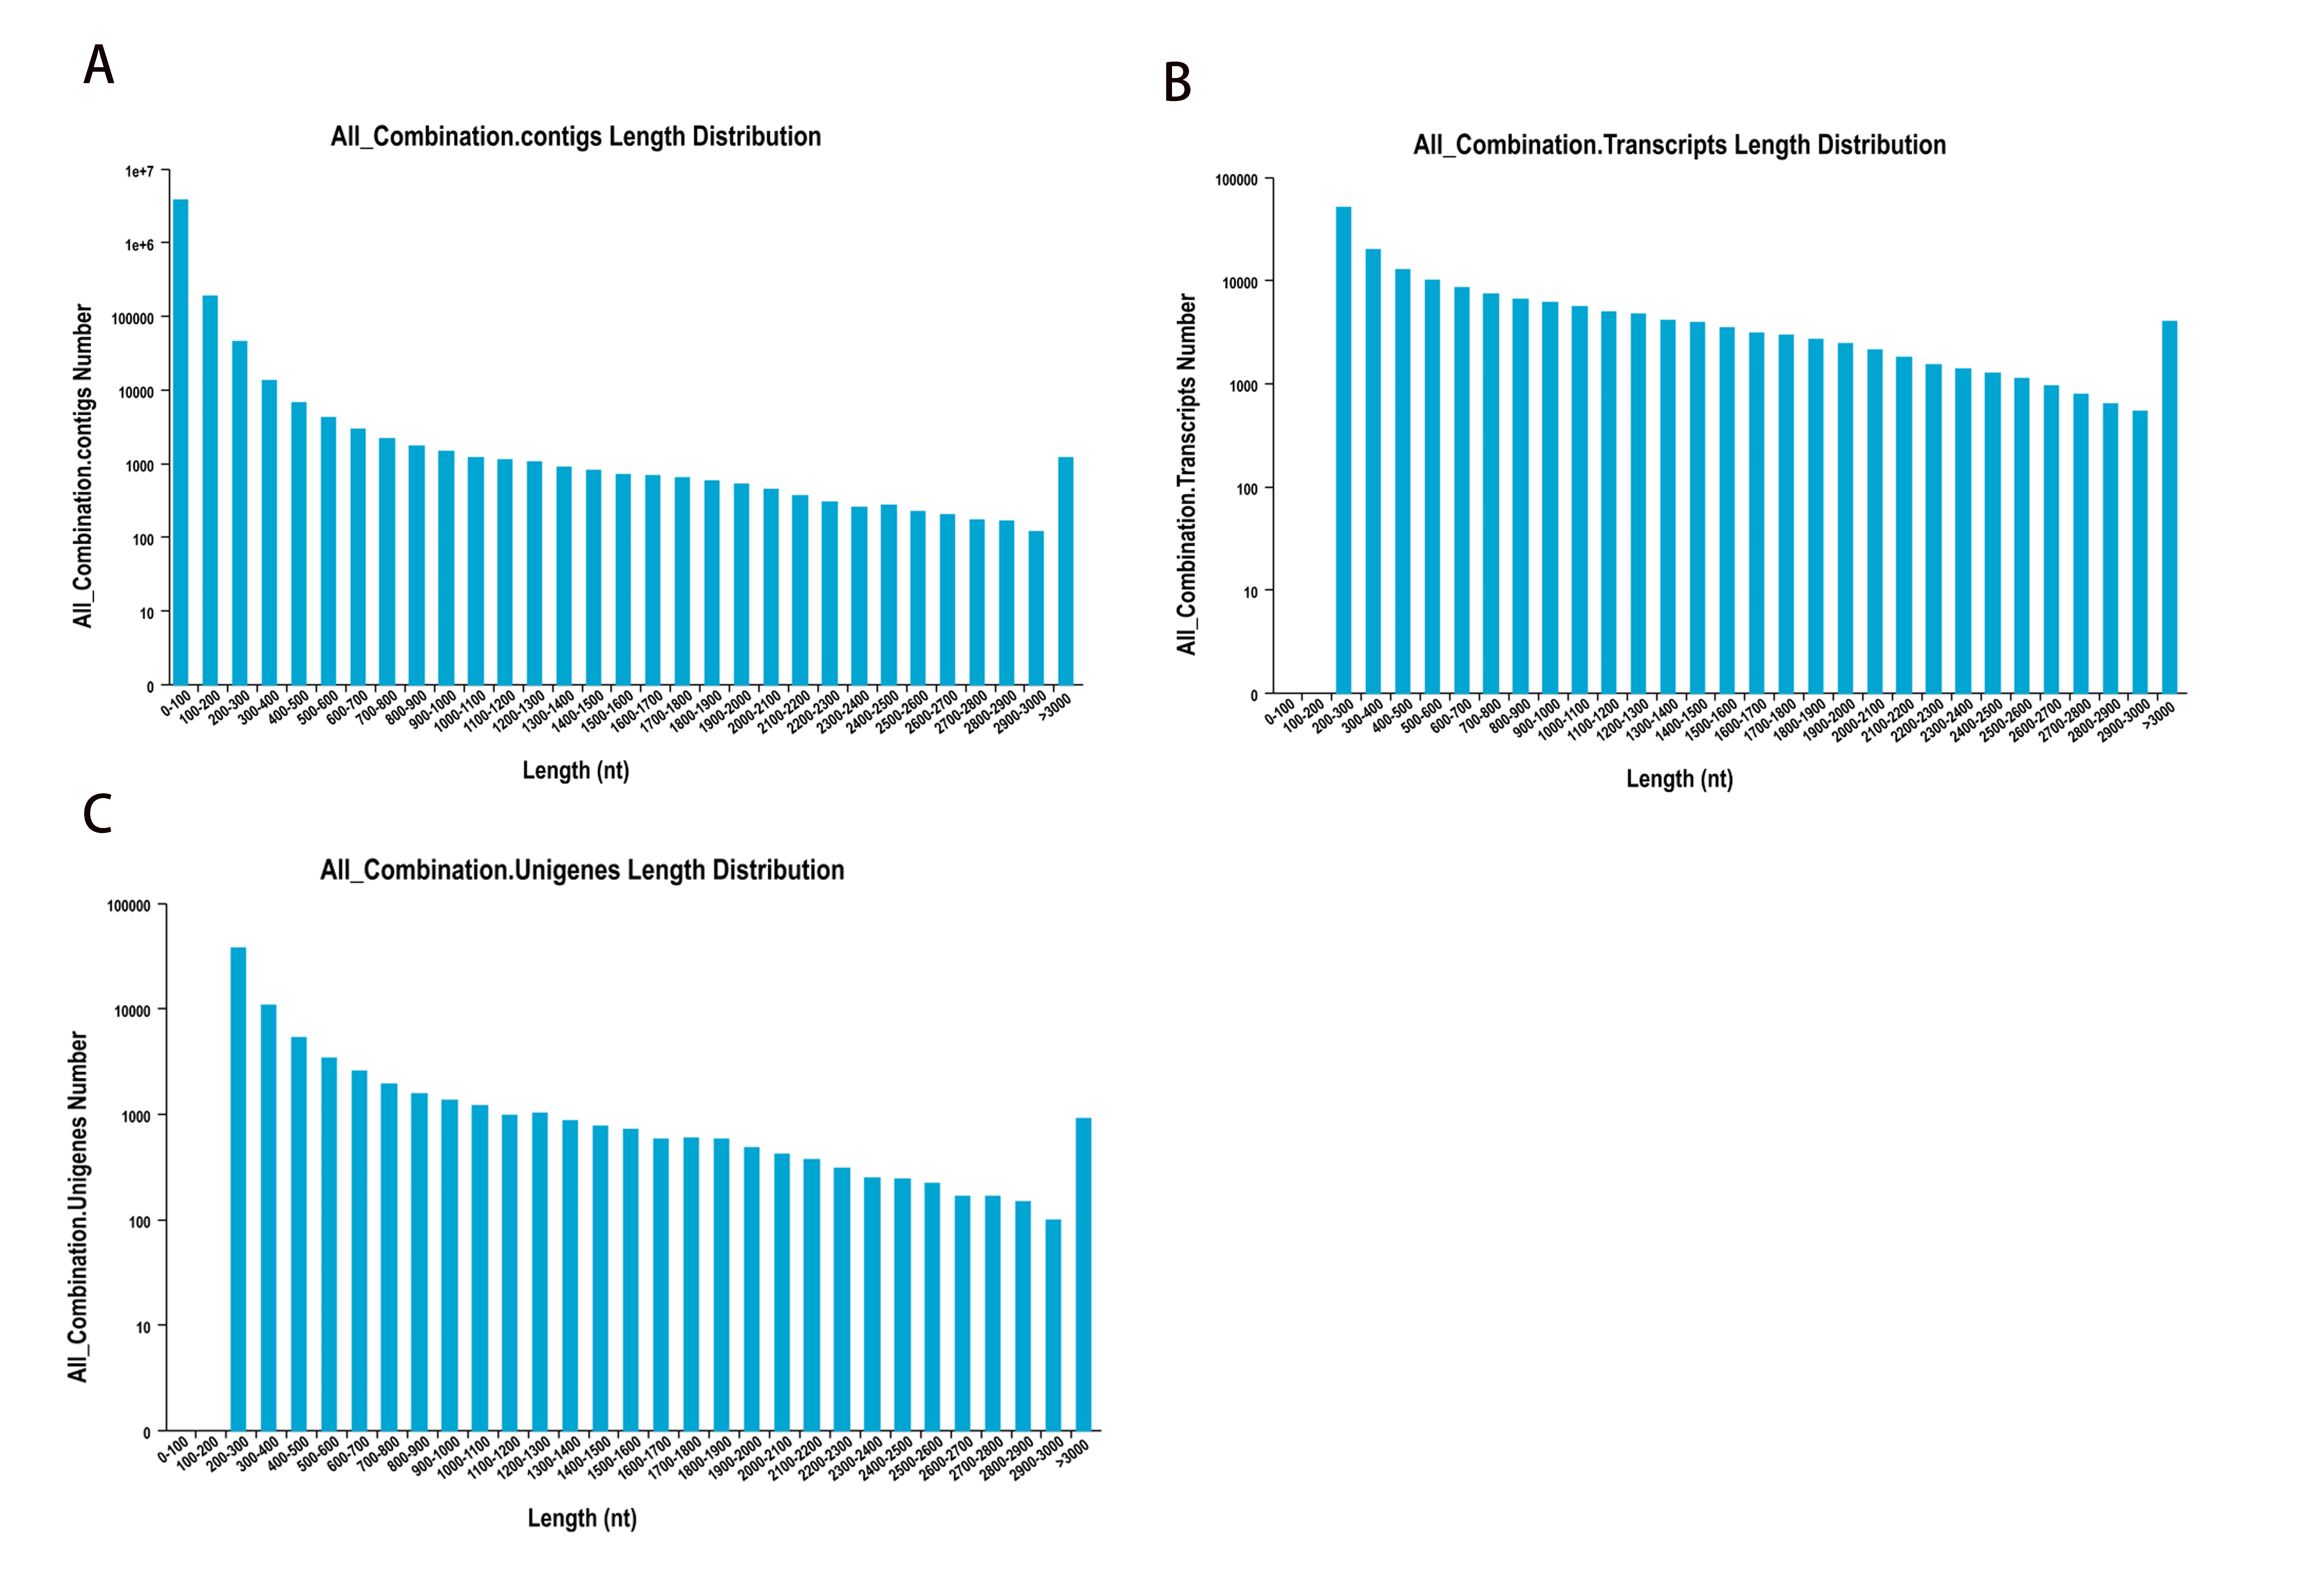

**Supplementary Figure S2** Overview of the Phormium tenax transcriptome sequencing and assembly. (A) Length distribution of Phormium tenax contigs. (B) Length distribution of Phormium tenax transcripts. (C) Size distribution of Phormium tenax unigenes.

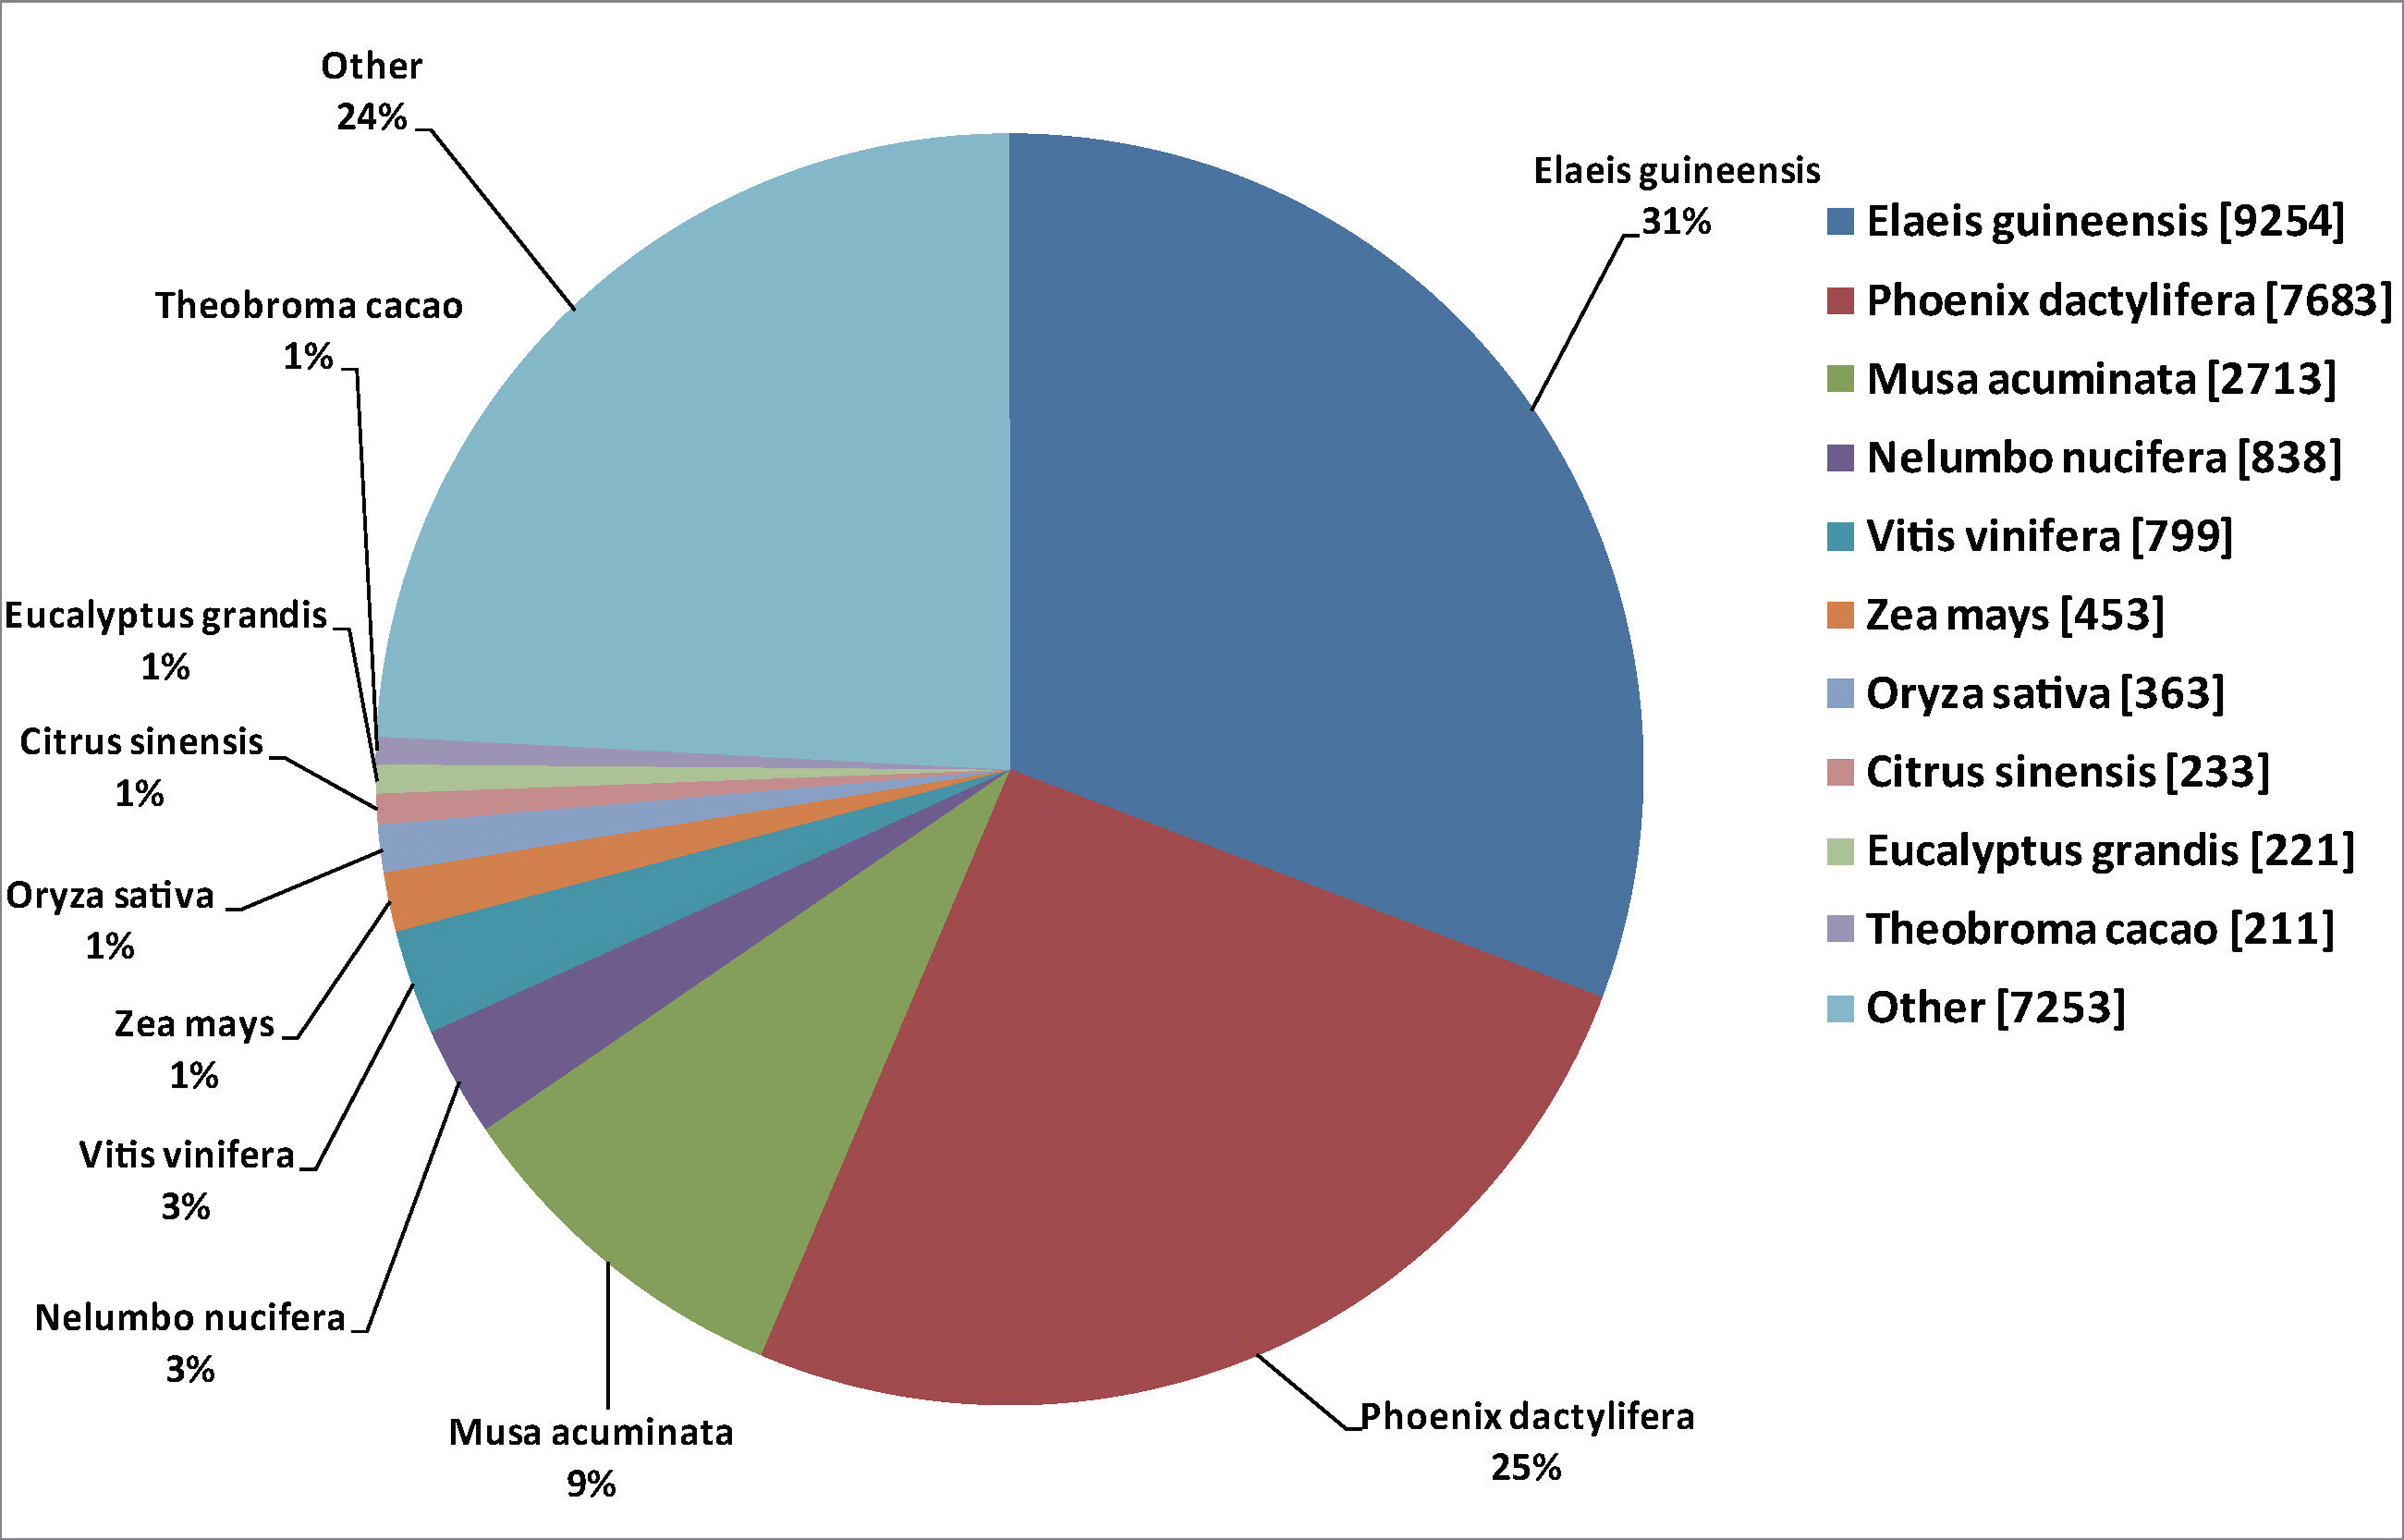

**Supplementary Figure S3** Species distribution of *Phormium tenax* from the velvet *de novo* assembly.

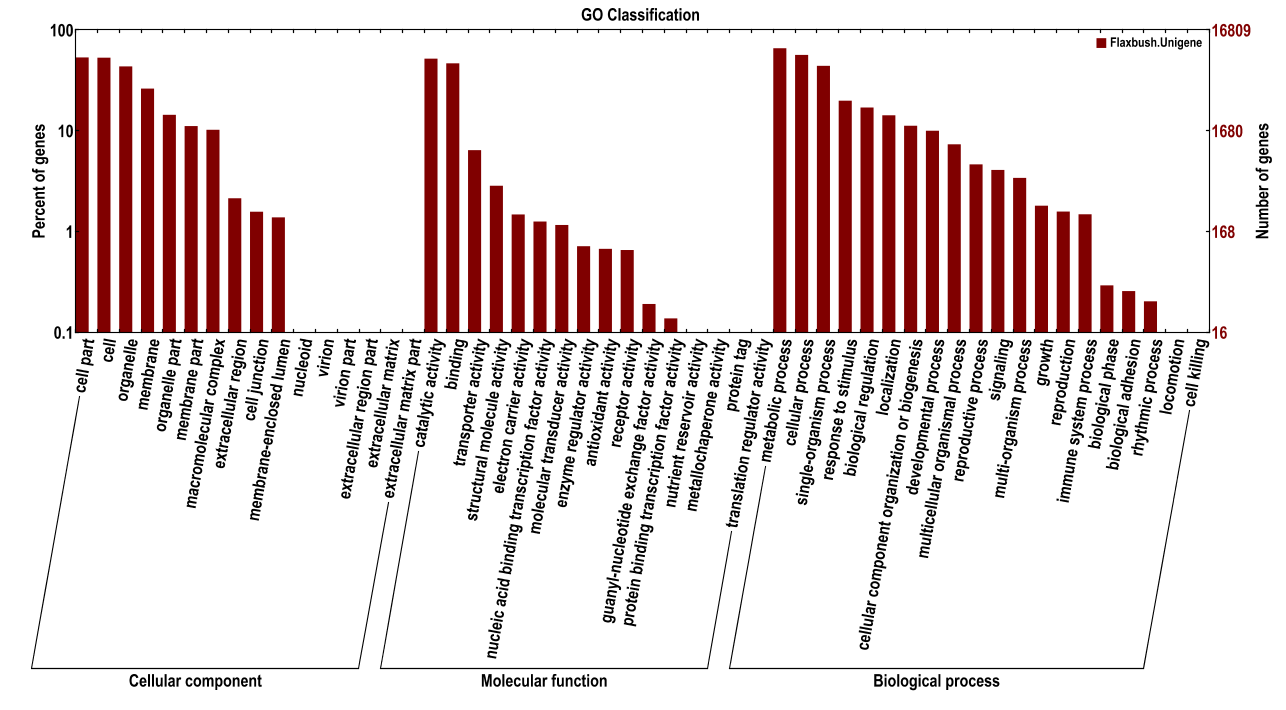

**Supplementary Figure S4** Functional annotation of assembled sequences based on GO categrization. GO analysis was performed at the level two for three main categories (cellular component, molecular function and biological process).

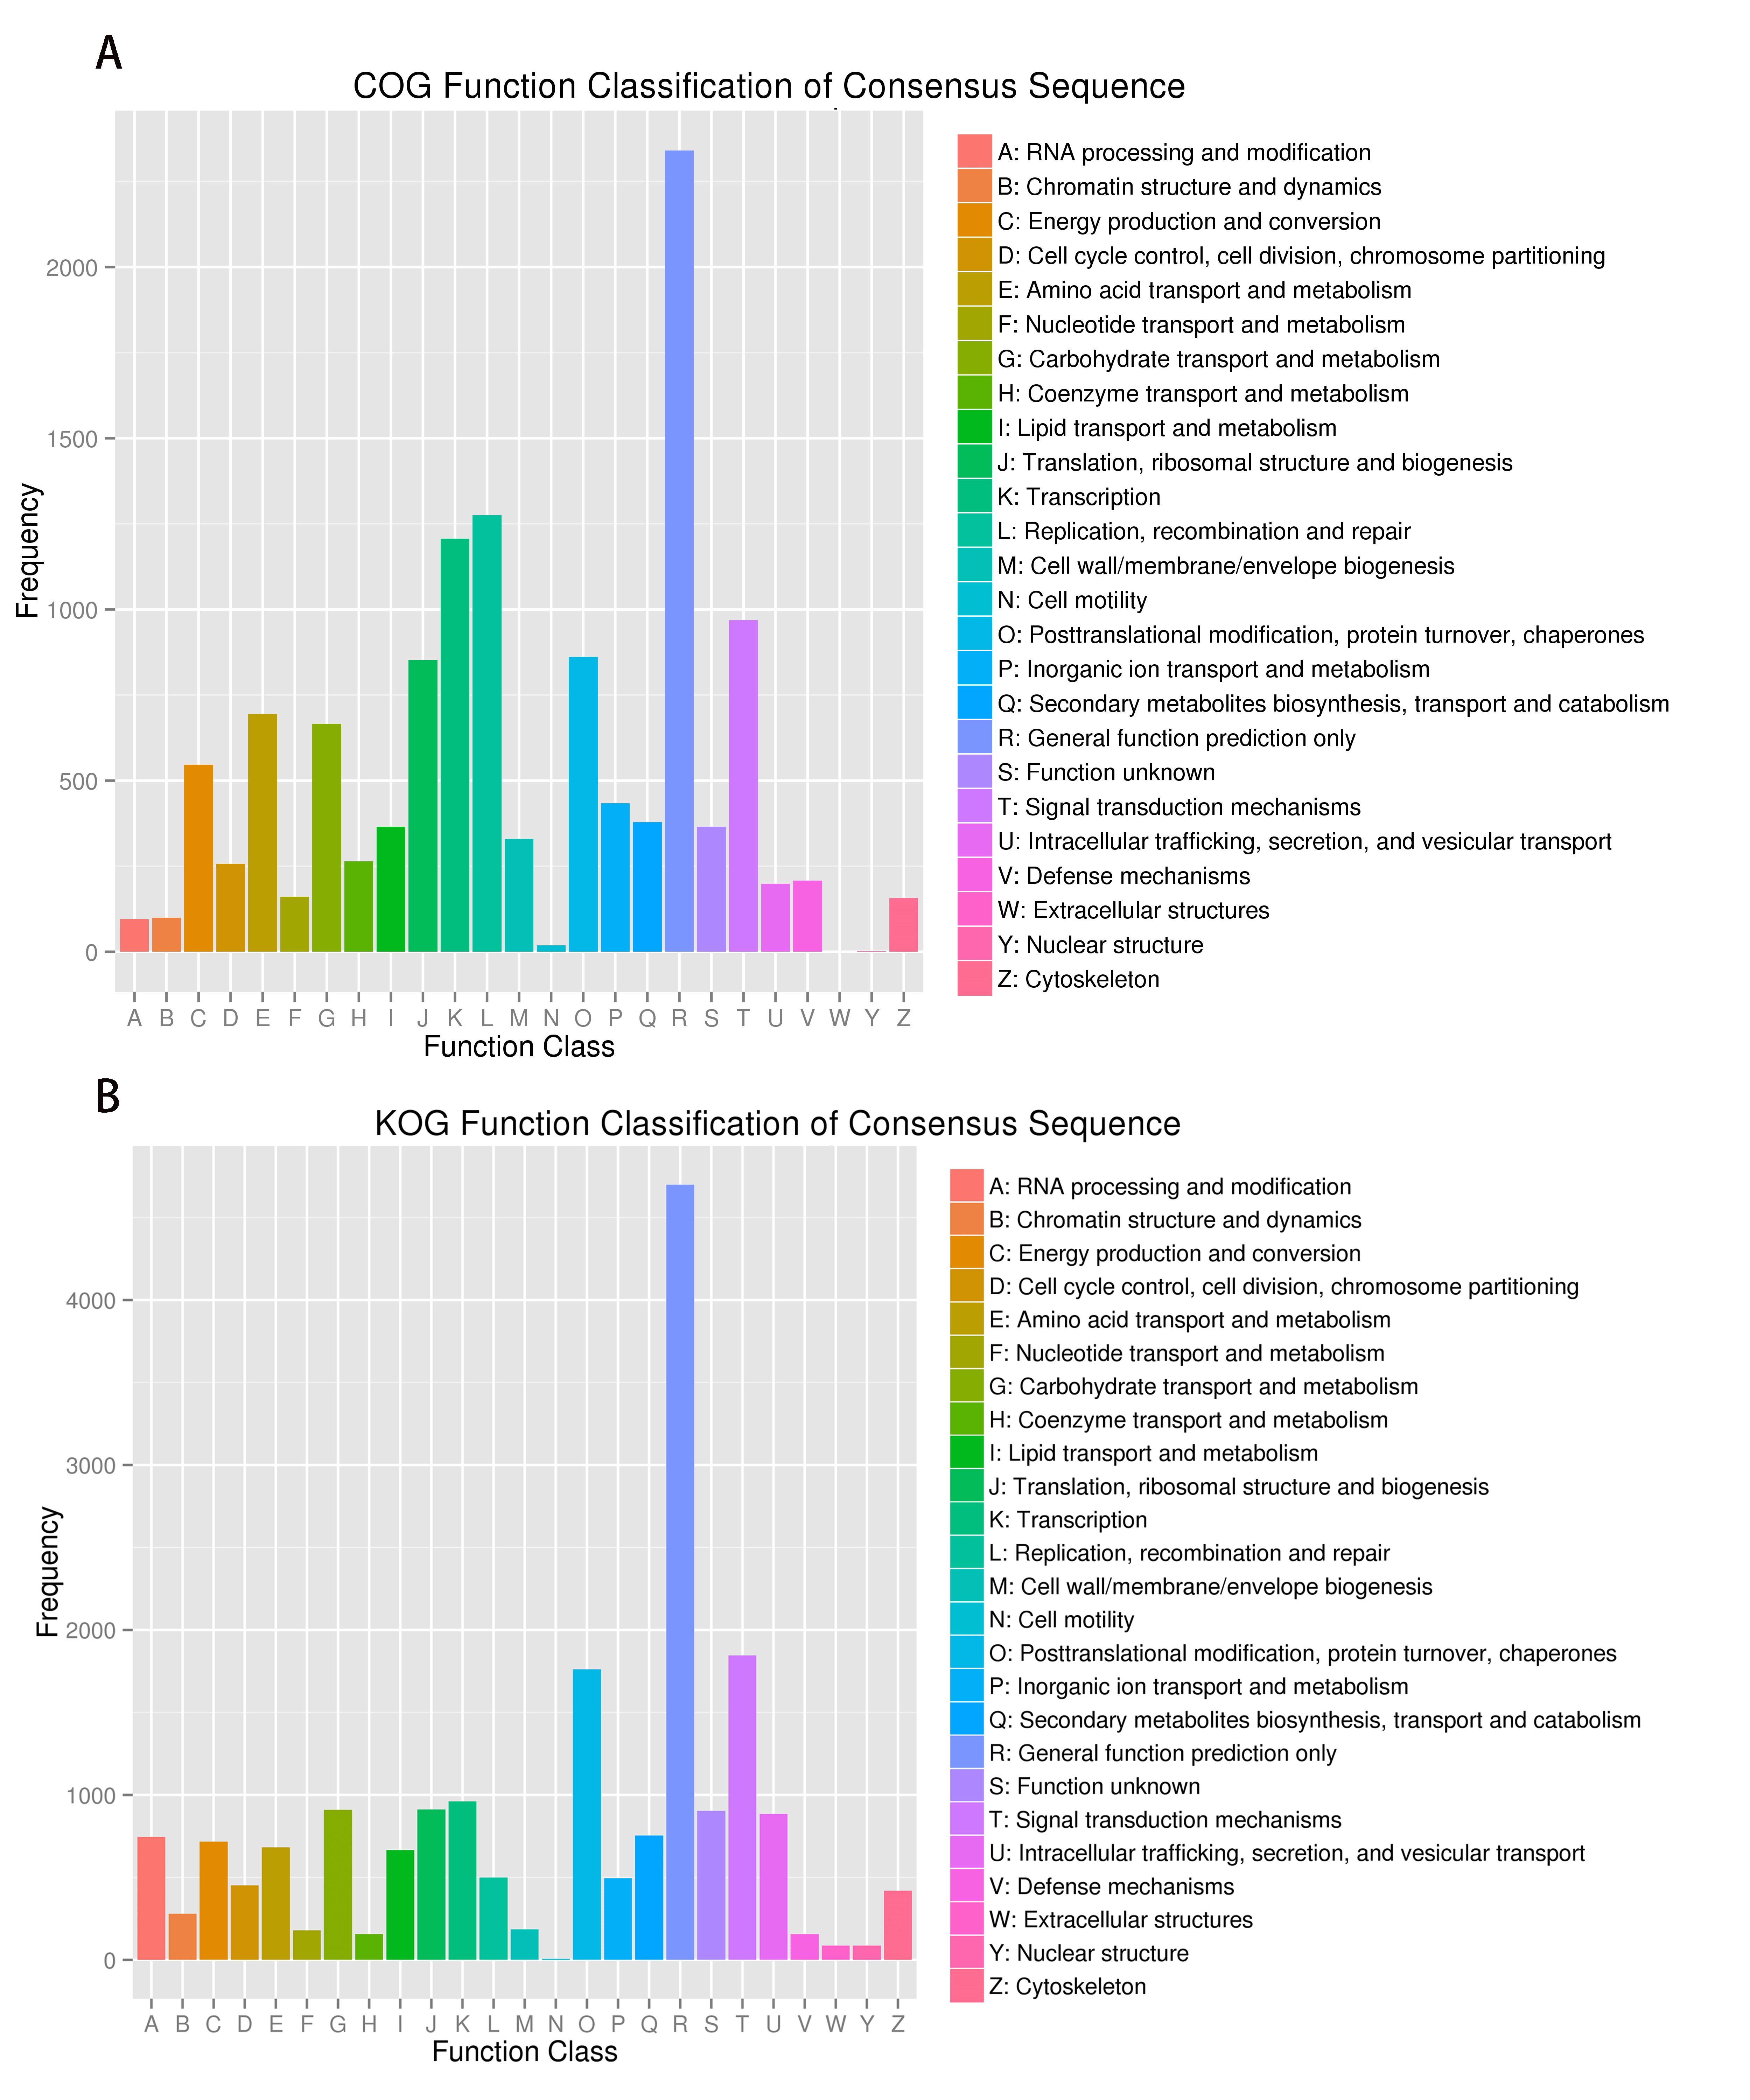

**Supplementary Figure S5** (A) Clusters of COG classification. (B) Clusters of KOG classification.

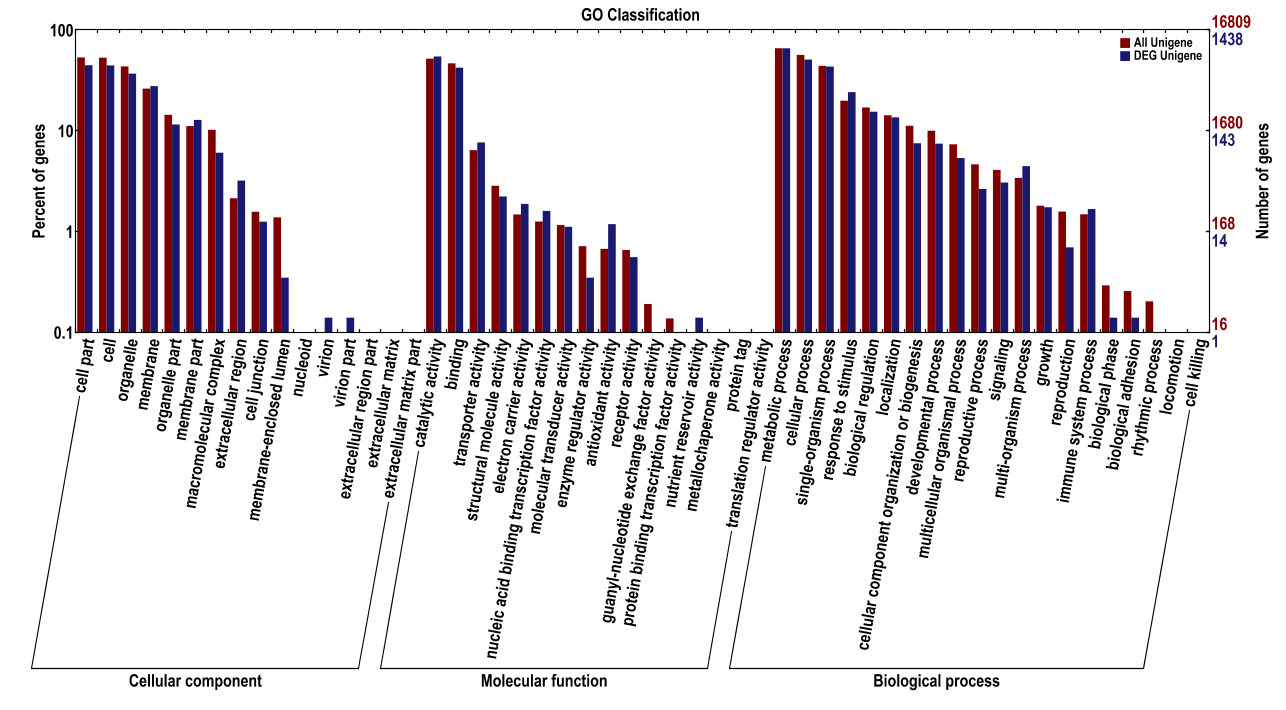

**Supplementary Figure S6** Fig Annotation of DEGs: Functional annotation of assembled sequences based on GO categorization. GO analysis was performed at the level two for three main categories (cellular component, molecular function and biological process).

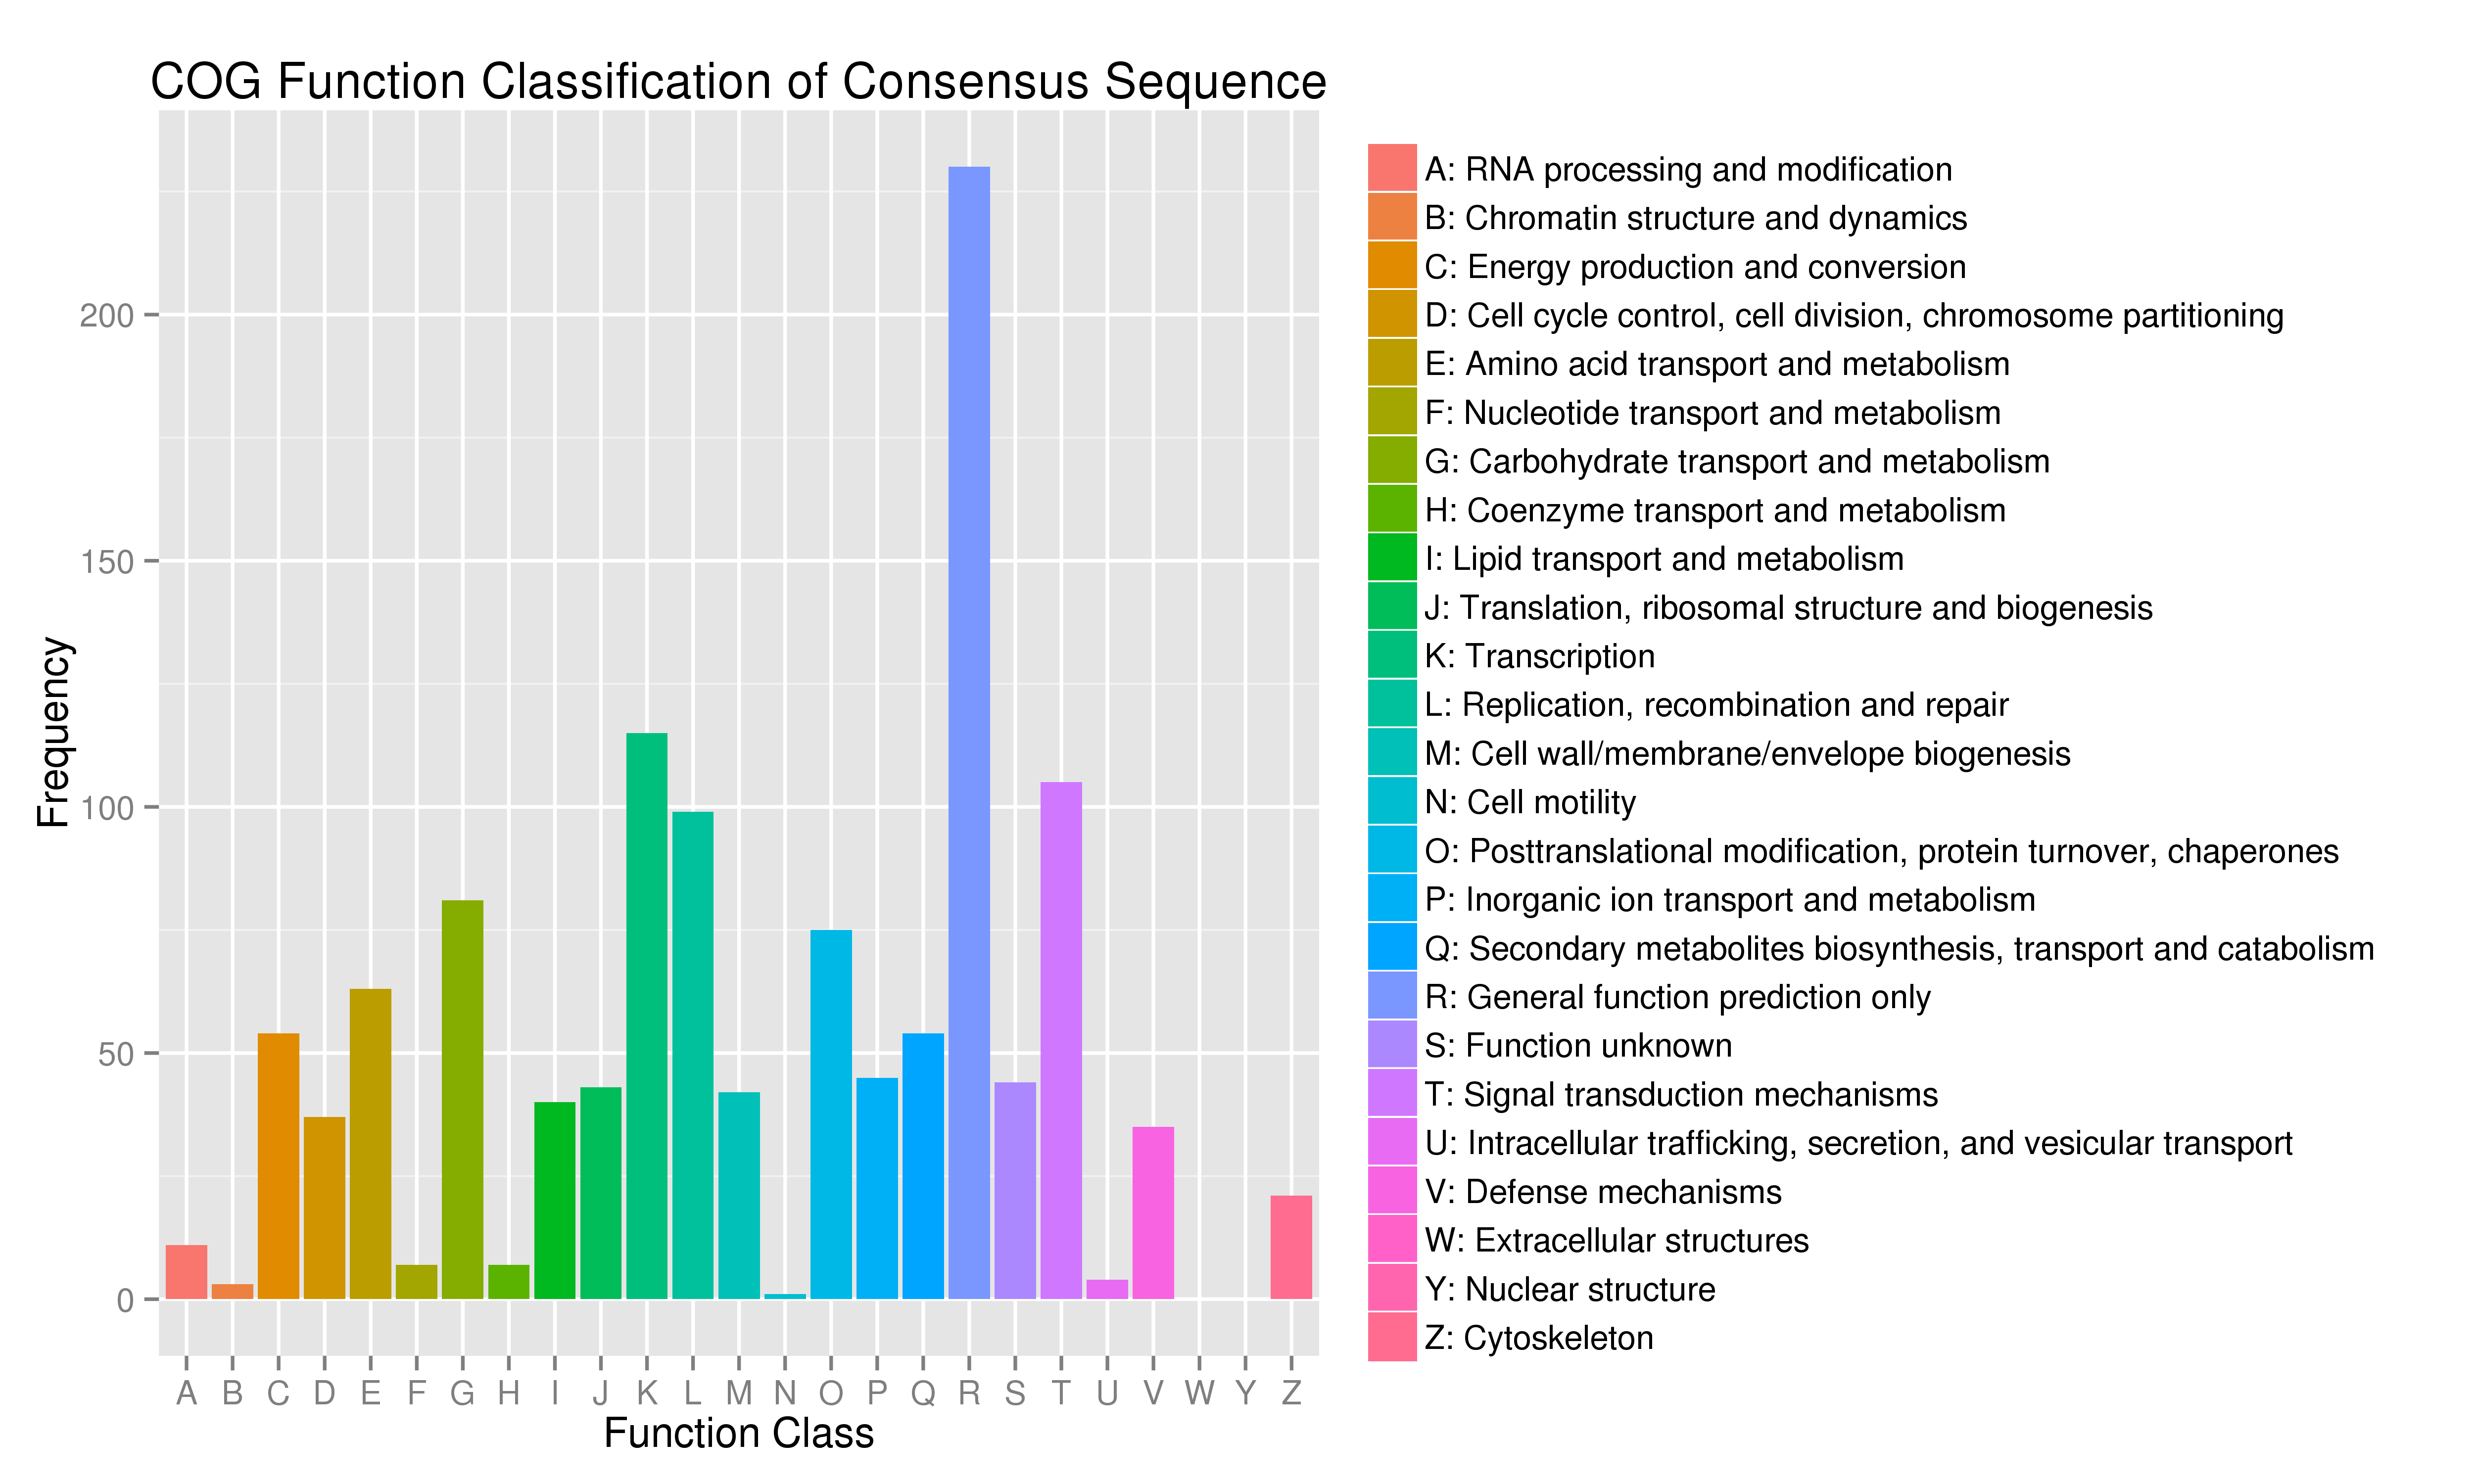

**Supplementary Figure S7** Annotation of DEGs: Clusters of COG classification.

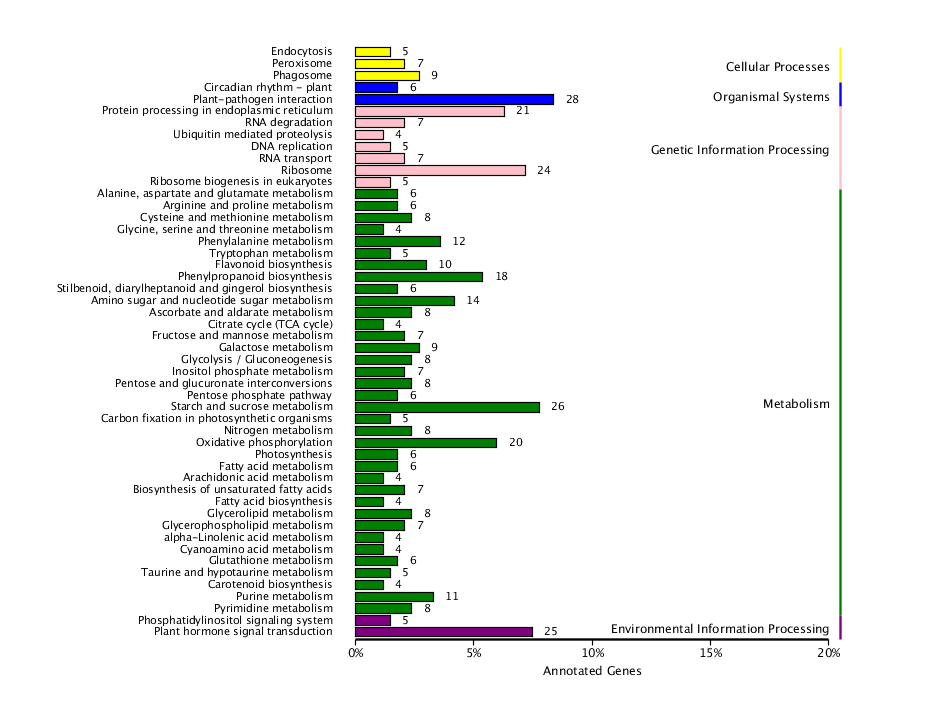

**Supplementary Figure S8** Annotation of DEGs: Clusters of KEGG classification.

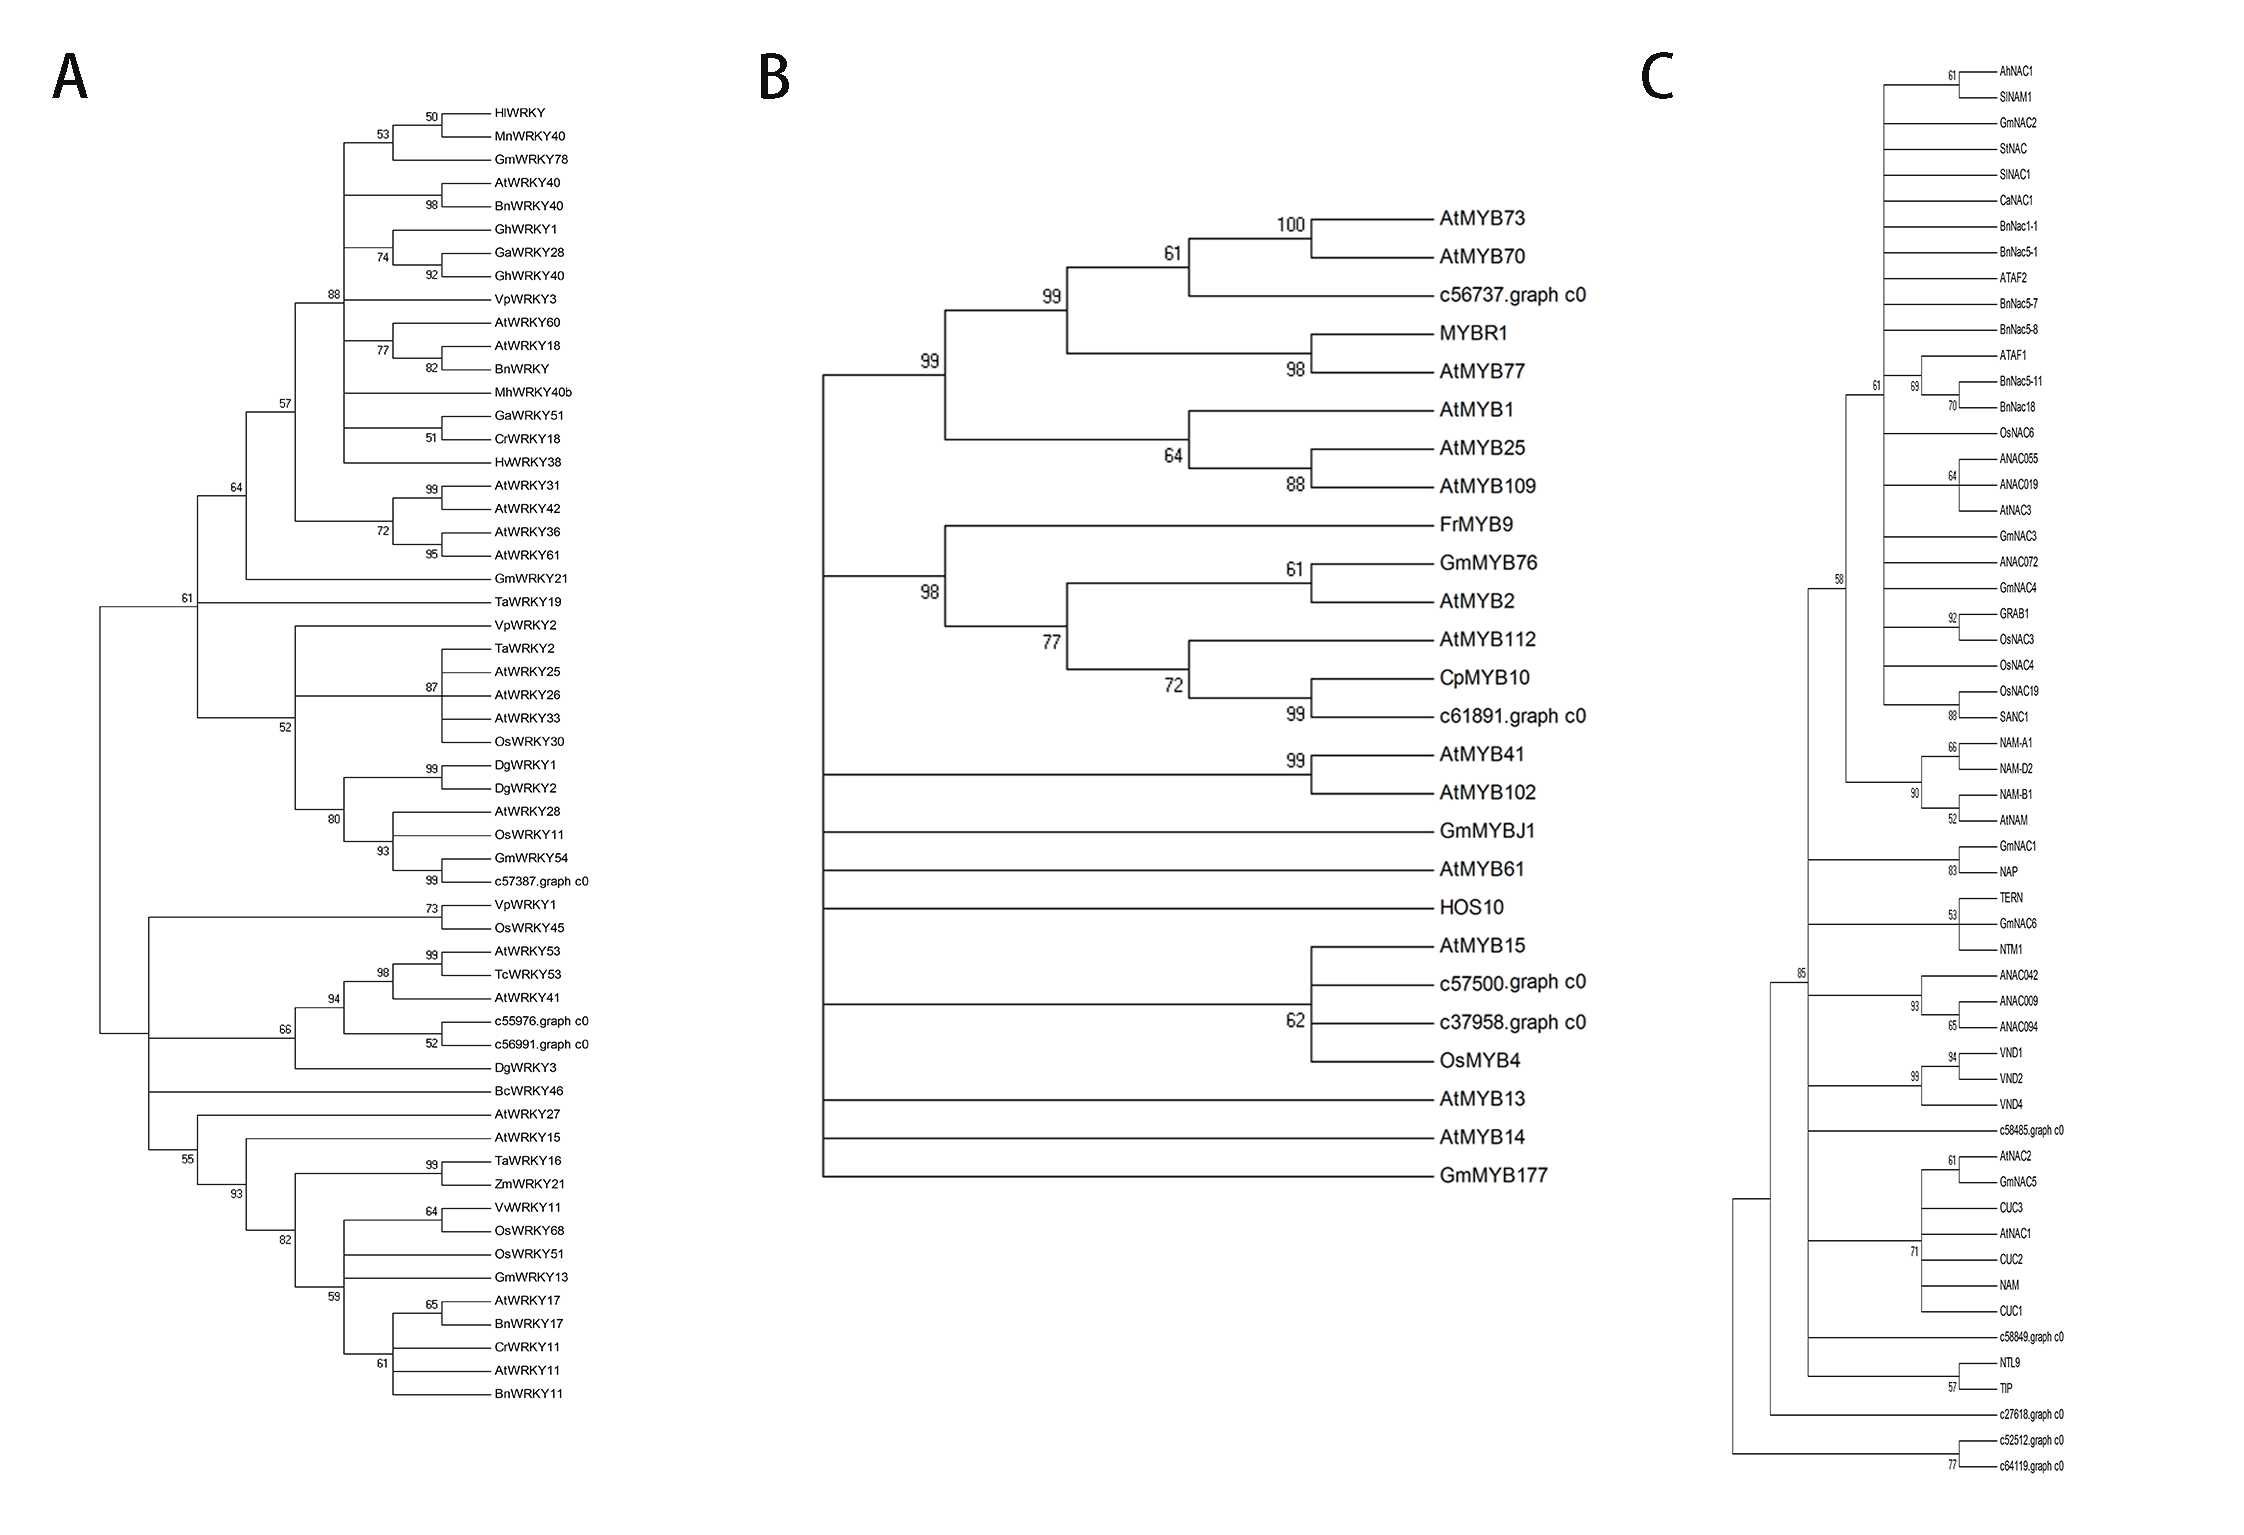

**Supplementary Figure S9** Potential drought resistance gene in *Phormium tenax*: (A) Comparison of known functional genes belonging to WRKY family. (B) Comparison of known functional genes belonging to MYB family. (C) Comparison of known functional genes belonging to NAC family.

How the deposited data were processed for this re-analysis (not part of the article)

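The data are 2 RNA-seq libraries from leaves of Phormium tenax, 1 from plants under drought (T01) and 1 from control plants (T02), each pooled from the RNA of 3 plants. The sample labels and the paper name the same condition for each library. The authors filtered the reads, assembled those of both libraries with Trinity, and deposited 1 table per library with the same 75265 unigenes. Each table gives a length and an effective length in bp, an estimated count (expected count), an FPKM value and a TPM value. The authors' expected counts are estimated numbers of reads per unigene without normalization, and the counting could have shared reads between similar transcripts. The deposited FPKM values are these counts scaled by the authors for effective length and library size, and the deposited TPM values are scaled for length first and sum to the same total in both libraries. The effective length was shorter than the length by 75.6 bp on average in the drought table and by 76.5 bp in the control table. The aligner, the quantifier and the settings that give this difference are not given in the sources used here.

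The estimated counts were rounded to whole numbers, which left 17744093 reads in the drought library and 18540664 in the control library. Every entry of the tables names a unigene, so none was left out of the library totals. Scaling factors were computed with edgeR 4.0.16 (TMM, also upper quartile and total reads) and DESeq2 1.42.0 (median-of-ratios) in R 4.3.3. For each unigene, log2FC is the log2 ratio of scaled drought reads over scaled control reads after adding 1 read to each. A unigene was called when its log2FC was at least 2 in either direction and its adjusted p-value was below 0.01. The p-value came from a two-sided exact binomial test of the drought reads among the unigene's reads in both libraries and was adjusted by the Benjamini-Hochberg method over the 71410 unigenes with reads. Both thresholds are those of the paper, which used EBSeq. EBSeq was not run. Because each condition has 1 library, the test compares libraries and not conditions, and no p-value of a single unigene is reported. The 95% intervals are exact Clopper-Pearson intervals of the drought share of reads and cover counting error only. A unigene with 0 reads in a library is given no interval but a lower bound of its fold change, with 3 reads in place of 0. The bound takes the reads of the other library as they are, without their counting error.

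The calls were tested on simulated data, with counts drawn for the 71410 unigenes from their mean abundance and 200 of those with at least 100 reads changed by a log2FC of 3 or 4 in either direction. Without variation beyond counting error, 200 of the 200 were recovered and 0 unchanged unigenes were called. With a simulated coefficient of variation of 0.2 between libraries, 197 were recovered and 53 unchanged unigenes were called. At 0.4, 186 were recovered and 997 unchanged unigenes were called. edgeR's exact test with an assumed coefficient of variation of 0.4 then recovered 36 of the 200 and called 0 unchanged unigenes. It missed most of the simulated changes. The Benjamini-Hochberg adjustment is stricter when few unigenes change, as in this simulation, so the share missed need not hold for the data. Correlations between unigenes of the same Trinity component, thinning of reads and random draws used Python 3.11.15 with NumPy 2.4.6, SciPy 1.17.1 and pandas 2.3.3, and the figures matplotlib 3.10.9.

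The unigenes named in the text were set by a rule written before the data were examined. They are every unigene that the paper names by its identifier, and the 2 with the highest and the 2 with the lowest log2FC among the other called unigenes with at least 10 reads in each library. The paper's values for its own unigenes in Tables S5 and S6 and in Figure 4 were seen before the rule was written. Unigenes named outside this rule are said to be so where they appear. Upper-quartile scaling and the assumed coefficient of variation of 0.2 were applied to the named unigenes after their effect on the calls was seen. The alternatives set before the data were examined were other scalings, pseudocounts of 0.01 and 5 reads, minimum reads, at least 10 reads in total with no test on reads, assumed coefficients of variation of 0.2 and 0.4, log2FC thresholds of 1 and 3, FPKM values with a pseudocount of 0.1, and unigenes of at least 300 bp. Gene names come from the paper's tables, since the deposited tables hold none. The annotation counts, GO and KEGG enrichments, transcription factor families, physiological measurements and qRT-PCR values were not analysed here.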

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

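Unigenes with reads in the drought library alone stood out in data that the paper does not discuss. The thinning that leaves out the 1000 most abundant unigenes and the look at other unigenes of the same component were set before their results were seen. The comparison of depth, the thinnings by the TMM and upper-quartile size ratios and the count of drought-only unigenes with at least 100 reads were chosen after.

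At least 10 reads in the drought library and 0 in the control library were found for 3916 unigenes, against 1317 for the reverse, a ratio of 2.97. Depth argues the other way, since the drought library is the shallower, with 95.7% of the control total. The control library also gives more of its reads to its most abundant unigenes, 57.0% to the top 1000 against 49.4% in the drought library. After the drought reads were thinned to 89.3%, so that both libraries had equal reads outside the 1000 most abundant unigenes, the ratio was still 2.36. It was 2.16 after the drought reads were thinned to 85.6%, by the TMM size ratio, and 1.59 after they were thinned to 73.8%, by the upper-quartile one. Composition thus takes away a part of the excess, how large a part depends on the scaling, and in each of these thinnings some excess remained. The thinnings took reads from unigenes already assembled, so they could not test an excess that arose in the assembly, which stays open. The drought-only and control-only unigenes have similar lengths, with a median of 318 bp and 326 bp. They are a small part of each library, 0.70% of the drought reads and 0.14% of the control reads. RNA of another organism on the droughted leaves stays open. Of the drought-only unigenes 94 had at least 100 reads, against 21 of the control-only ones, but without sequences or annotation they could not be assigned. A response to drought, a difference between the 3 plants pooled for each library, and a difference in how the libraries were made stay open as well, since each is confounded with the single library per condition.

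Among these, 10 unigenes had at least 1000 reads in the drought library and 0 in the control library, while 0 unigenes had the reverse. If 1 read is allowed in the other library the numbers are 15 and 1. The most abundant of the 10, c44124.graph_c0 (named here after its values were seen), had 19634 drought reads over 1008 bp, or 1186.85 FPKM, which made it the unigene with rank 69 in that library. Against a floor of 3 reads for the control library it was at least 5600-fold higher. A plant gene present in both pools would have to be nearly silent in the control leaves to give this pattern. A variant carried by the droughted plants and assembled as a unigene of its own could give it too, if the control reads went to another unigene. Of the 10, 1 (c52232.graph_c0, also named after its values were seen) has another unigene in its component with control reads, which number 81. This leaves the explanation open, because variants can also be assembled as separate components. The tables do not separate a drought response from RNA of another organism or from such variants.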

How the results depend on the processing

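The alternatives were set before the data were examined, apart from 4 chosen after seeing the data. These are median-of-ratios with a pseudocount of 1.4 reads, median-of-ratios over unigenes with at least 1000 reads, and, for the unigenes named by the rule, upper-quartile factors and an assumed coefficient of variation of 0.2. No paired analysis was possible because each condition has 1 library. For the same reason no library can be left out and no other split of the samples exists.

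The number of called unigenes, 10503, stayed within 1.5 times of itself (between 7777 and 14998) under the other scalings, a pseudocount of 0.01, a minimum of 10 reads in total with or without the test on reads, log2FC thresholds of 1 and 3, FPKM values, unigenes of at least 300 bp and both added median-of-ratios settings. It fell under 4 alternatives. With a pseudocount of 5 reads 4664 unigenes were called (2896 up-regulated and 1768 down-regulated). With at least 10 reads in each library the calls were 1871 (1029 and 842), and this filter by its construction removes every unigene found in 1 library only. An assumed coefficient of variation of 0.2 gave 6168 calls (3893 and 2275), and 0.4 gave 1248 (828 and 420), since a test that allows for more variation asks for larger differences. All calls under these 4 alternatives were among the 10503. In addition, the down-regulated calls were 2648 with total reads as the scaling, which shifts log2FC upward, and 6366 with a log2FC threshold of 1, against 4009. Depth limits these numbers, as unigenes with 10 to 19 reads alone make up 43.0% of the calls.

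The share of up-regulated calls, 61.8%, reversed with upper-quartile factors, where it was 47.6%. It was 75.8% with total reads as the scaling, 68.8% with median-of-ratios over unigenes with at least 1000 reads, 67.2% with at least 10 reads in total, 67.6% with at least 10 reads in total and no test on reads, 55.0% with at least 10 reads in each library, 63.1% and 66.3% with assumed coefficients of variation of 0.2 and 0.4, 57.6% and 63.8% with log2FC thresholds of 1 and 3, 65.8% from FPKM values and 63.4% for unigenes of at least 300 bp. More up-regulated than down-regulated calls were found under every alternative run except upper-quartile factors. Apart from the shift of all log2FC values by a scaling, and the 842 down-regulated calls with 9 reads or fewer that a minimum of 10 reads removes, the cause was not tested.

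The 45 unigenes of Tables S5 and S6 had the paper's direction in all the alternatives run for them. Apart from FPKM values, these alternatives could not have reversed a direction. The scalings shifted the log2 ratio from TMM by 0.287 at most, while all 45 had a log2FC of at least 2 in size. A pseudocount cannot change the sign, and an assumed coefficient of variation leaves log2FC as it is. Of the 45 calls, 43 were made with total reads, 44 with a pseudocount of 5 reads, 42 from FPKM values, 39 with upper-quartile factors, all 45 with an assumed coefficient of variation of 0.2 and 16 with 0.4. Of the 18 transcription factor unigenes, 17 were called up-regulated, also with an assumed coefficient of variation of 0.2, and 8 were with 0.4. The test at 0.4 also missed most of the simulated changes, but that share need not hold for the data. Among the 66 unigenes named by the rule, no log2FC changed sign, which the alternatives other than FPKM values could not have brought about. With upper-quartile factors 7 of the 66 no longer passed the thresholds. With at least 30 reads in 1 library and 0 in the other, a stricter limit, 412 unigenes were found in drought only and 150 in control only. The mean unigene length and the correlation between unigenes of a component moved little (534.4 bp over unigenes with reads, and rho of 0.467 and 0.465).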

Differences from the paper's values

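The paper reports 4380 DEGs, and 10503 unigenes were called here. The paper's up-regulated DEGs number 2653 and those here 6494, and its down-regulated DEGs number 1727 and those here 4009. Of the alternatives set before the data were examined, a pseudocount of 5 reads (4664, 2896 and 1768) and an assumed coefficient of variation of 0.2 (6168, 3893 and 2275) brought all 3 numbers within 1.5 times of the paper's, and none of the other alternatives did. But a pseudocount of 5 reads left log2FC values up to 1.76 from those of Table S5. Median-of-ratios with a pseudocount of 1.4 reads, chosen after seeing the values, came within 0.02 of them and still called 10359 unigenes. Matching these fold changes thus did not bring the number of calls near the paper's.

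For c60139.graph_c1, an AP2 unigene, Figure 4 plots an RNA-seq log2FC of about 4.0 (read by eye), while the deposited counts gave -0.76 (2084 drought reads against 3029 control reads). None of the alternatives set before the data were examined brought the values together. The other 9 unigenes of Figure 4 had the plotted direction, and those with reads in both libraries differed from the plotted RNA-seq values by less than their counting intervals. The plotted RNA-seq values come from the same libraries, so these intervals are a lenient measure. For the pair with 0 control reads, only a lower bound can be set beside the plotted value, and it was below it.

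Of the 43 unigenes of Table S5, 38 had reads in both libraries. None of their log2FC values differed from the paper's by more than the counting interval, nor did the pair of Table S6. The paper's values come from the same libraries, so this interval is a lenient measure. Over all 43 unigenes the median absolute difference was 0.036, and 35 values lay within 0.1 of the paper's. For the 5 with 0 reads in 1 library only a bound can be set beside the paper's value, and none of these bounds exceeded it. With total reads as the scaling 12 unigenes differed, and with FPKM values 11 of the 38 did. DESeq2's median-of-ratios with a pseudocount of 1.4 reads, which was chosen after seeing the values, came within 0.02 of all 43 values of the table and dropped none of these 43 calls. For the 5 with 0 reads in 1 library that value is set by the pseudocount.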

Other observations

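The test of sibling unigenes was set before the data were examined. The other tests below were chosen after the results were seen.

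Unigenes with few reads were often found in 1 library only. Of the 11164 unigenes with 10 to 19 reads in both libraries together, 36.4% had all their reads in 1 library. Independent reads from equally expressed unigenes would give 0.06%. When drought shares were drawn instead from the 9886 unigenes with 200 to 2000 reads, the share was 4.1% (3.6% to 4.7% over 200 draws), so the spread between the libraries at well-covered unigenes, together with counting error, falls far short of the observed share. The binomial test may therefore understate the error at low reads. That weakly expressed genes differ more between the conditions, or between the plants of the pools, stays open and was not tested. A candidate explanation is that many such unigenes were assembled from the reads of a single library. Among the 398 unigenes with 4 reads that were found in both libraries, 24.4% had 2 reads in each, against 42.9% for independent reads from equally expressed unigenes. Assembly from a single library would give such a shortage of even splits, but so would unequal expression or any clustering of reads, such as PCR copies, so these cannot be told apart on counts. This matters for the DEG list, as 49.8% of the calls made here were unigenes with at least 10 reads in 1 library and 0 in the other.

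The unigene c60139.graph_c1 of Figure 4 and Table S7 was lower in drought in the deposited counts, while its component holds another unigene, c60139.graph_c0 (named here after its values were seen), with 7820 drought reads and 410 control reads. The log2FC of c60139.graph_c0 was 4.03 (interval 3.89 to 4.18). A candidate explanation is that the plotted RNA-seq value belongs to c60139.graph_c0 and that the suffix in the figure and the primer table differs from that of the deposited tables. Which unigene the primers amplify was not tested, since no unigene sequences were used here.

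Unigenes of the same Trinity component changed together. Over 2025 components with at least 2 unigenes of 30 reads or more, with 1 pair drawn from each, Spearman's rho between the log2FC values of the pair was 0.463, and the largest absolute value among 10000 random pairings was 0.093. This correlation is across unigenes, which are not independent replicates, and describes these libraries. In 122 pairs both unigenes had a log2FC of at least 2 in size, and 10 of these pairs moved in opposite directions. The shared change may reflect fragments of 1 transcript, related copies, or reads shared between them by the quantifier. With fragments of 1 transcript a count of unigenes would be higher than the count of genes behind it, as it would with variants of 1 gene assembled apart. Which of these holds was not tested, also not for the OPCL1 and CAD pairs of Table S5.

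The size of the control library relative to the drought library was not settled by the counts. The log2 size ratio of drought over control was 0.224 by TMM, 0.255 by median-of-ratios, 0.438 by upper quartile and -0.063 by total reads. Under median-of-ratios over unigenes with at least 1000 reads it was 0.043. The fold changes also moved with abundance. With TMM the median log2FC was 0.68 for unigenes with 10 to 19 reads and -0.18 for the 6430 unigenes with at least 1000 reads. No spike-in or replicate was at hand to choose among the scalings, and no explanation of the trend was tested.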
